# The Comparison of Expressed Candidate Secreted Proteins from Two Arbuscular Mycorrhizal Fungi Unravels Common and Specific Molecular Tools to Invade Different Host Plants

**DOI:** 10.3389/fpls.2017.00124

**Published:** 2017-02-07

**Authors:** Laurent Kamel, Nianwu Tang, Mathilde Malbreil, Hélène San Clemente, Morgane Le Marquer, Christophe Roux, Nicolas Frei dit Frey

**Keywords:** Glomeromycota, secretome, comparative transcriptomics, effectors, symbiosis

## Abstract

Arbuscular mycorrhizal fungi (AMF), belonging to the fungal phylum Glomeromycota, form mutualistic symbioses with roots of almost 80% of land plants. The release of genomic data from the ubiquitous AMF *Rhizophagus irregularis* revealed that this species possesses a large set of putative secreted proteins (RiSPs) that could be of major importance for establishing the symbiosis. In the present study, we aimed to identify SPs involved in the establishment of AM symbiosis based on comparative gene expression analyses. We first curated the secretome of the *R. irregularis* DAOM 197198 strain based on two available genomic assemblies. Then we analyzed the expression patterns of the putative RiSPs obtained from the fungus in symbiotic association with three phylogenetically distant host plants—a monocot, a dicot and a liverwort—in comparison with non-symbiotic stages. We found that 33 out of 84 RiSPs induced *in planta* were commonly up-regulated in these three hosts. Most of these common RiSPs are small proteins of unknown function that may represent putative host non-specific effector proteins. We further investigated the expressed secretome of *Gigaspora rosea*, an AM fungal species phylogenetically distant from *R. irregularis*. *G. rosea* also presents original symbiotic features, a narrower host spectrum and a restrictive geographic distribution compared to *R. irregularis*. Interestingly, when analyzing up-regulated *G. rosea* SPs (GrSPs) in different hosts, a higher ratio of host-specific GrSPs was found compared to RiSPs. Such difference of expression patterns may mirror the restrained host spectrum of *G. rosea* compared to *R. irregularis*. Finally, we identified a set of conserved SPs, commonly up-regulated by both fungi in all hosts tested, that could correspond to common keys of AMF to colonize host plants. Our data thus highlight the specificities of two distant AM fungi and help in understanding their conserved and specific strategies to invade different hosts.

## Introduction

Arbuscular Mycorrhizal fungi (AMF) are soil fungi belonging to the Glomeromycota, a basal phylogenetic lineage of fungi (Schüβler et al., 2001). All species of this clade are obligate mutualistic symbionts, mainly associated with plant roots (Smith and Read, 2010). AMF have aseptated hyphae and form spores accumulating hundreds to thousands of nuclei without any characterized mononuclear stage (Bécard and Pfeffer, 1993). As obligate biotrophs, AMF cannot be cultivated axenically and can only be propagated with plant roots in pot culture or *in vitro* on root organ culture (Bécard and Fortin, 1988). Due to these biological features and the absence of transformation protocol, their genetic structure is poorly documented. Transcriptomic and genomic approaches are useful tools to investigate their intimate biology (Tisserant et al., 2012, 2013; Lin et al., 2014). Interaction of AMF and host roots is triggered by signals that are exchanged prior to contact. AMF perceive plant exuded compounds, including the phytohormone strigolactones (Akiyama et al., 2005; Besserer et al., 2006), that modulate their metabolism and stimulate hyphal branching (Besserer et al., 2006, 2008), leading to higher probability of physical contact between the fungus and the plant root. After penetration, the fungus grows intra- and intercellularly and develops in host cells highly branched cell structures called arbuscules where nutrient exchanges occur between the two partners. Once the symbiosis is established, AMF produce a profuse mycelium outside of the root (ExtraRadical Mycelium or ERM). The ERM has a great implication in symbiotic physiology as it is involved in soil water and mineral foraging (Marschner and Dell, 1994; Wright et al., 1998). It is also crucial for fungal propagation through sporogenesis and colonization of new host roots.

Many questions remain unresolved about the molecular mechanisms governing AMF—plant interaction. A major issue concerns the broad host spectrum of these fungi: It was estimated that up to 80% of land plant species and 90% of Spermatophyta associate with AM fungi (Wang and Qiu, 2006; Smith and Read, 2010). As shown by inoculation assays in controlled condition or barcoding approaches in environmental samples (Öpik et al., 2010), each fungal species can be hosted by a large diversity of plant species. Usually, colonization of a host plant by pathogenic fungi encompasses intense cell signaling events that precede the activation of plant immunity. Surface or intracellular fungal molecules (Microbe Associated Molecular Patterns—MAMPs) or molecules released following host-degradation (Damaged Associated Molecular Patterns—DAMPs) are recognized by host cell receptors, thus triggering reactive oxygen species production, cell wall reinforcement, and secretion of antimicrobial compounds (Boller and Felix, 2009; Wu and Zhou, 2013). Hormone production (mainly salicylic acid, jasmonic acid, and ethylene) is also stimulated and promotes subsequent defense signaling, locally, or systemically (Bari and Jones, 2009). In order to overcome the plant defense, microbes limit their production of M(D)AMPs and secrete proteins, called effectors, that interfere with plant immunity. This strategy has been reported for many prokaryotic and eukaryotic microbial pathogens (Galán et al., 2014; Rovenich et al., 2014) and strong evidences support similar mechanisms in mutualistic interactions (Kloppholz et al., 2011; Plett et al., 2011; Okazaki et al., 2013; Yasuda et al., 2016). During AMF-plant interactions, non-self recognition should induce plant defenses thus limiting root colonization. Previous results argue that AMF have developed mechanisms to remain largely undetected by the plant defense, allowing their stealth growth in the roots. For example the low number of genes encoding Glycosyl hydrolases found in the genome of *Rhizophagus irregularis* could result in a low production of DAMPs (Tisserant et al., 2013; Lin et al., 2014).

The uniqueness of AMF to interact with a large range of host plants explains the interest on their effector catalog over the last few years. A first work provided evidence that *R. irregularis* secretes a small protein (SP7) that is translocated to the plant nucleus and facilitates the establishment of the interaction by repressing the activity of ERF19, a transcription factor mediating plant defenses (Kloppholz et al., 2011). More recently, transcriptomic approaches identified a second putative secreted protein, SIS1, whose expression is up-regulated during pre- and symbiotic stages. SIS1 was required for host colonization as well as arbuscular formation using silencing approaches (Tsuzuki et al., 2016). The release of genomic data from *R. irregularis* revealed the presence of hundreds of putative secreted proteins (SPs—Tisserant et al., 2013; Lin et al., 2014). In a kingdom-wide comparison of fungal secreted proteins, it was shown that *R. irregularis*, as other fungal mutualists, encodes more small secreted proteins than saprotrophs and necrotrophs (Kim et al., 2016) and a very low number of CAZymes (Tisserant et al., 2012, 2013; Kim et al., 2016). Recently, additional gene repertoires have been published, broadening the field of investigation: From *R. clarus* (Sędzielewska Toro and Brachmann, 2016), a species closely related to *R. irregularis*, and from *Gigaspora margarita* (Salvioli et al., 2015) and *G. rosea* (Tang et al., 2016). *Gigaspora* spp. belong to the order Diversisporales, phylogenetically distant from Glomerales that includes *R. irregularis* (Schüβler et al., 2001). Diversisporales and Glomerales present distinct morphological, ecological and biological features. *G. rosea* forms larger hyphae than those of *R. irregularis* and develops arbuscules that have a different morphology (Parniske, 2008). *R. irregularis* is an ubiquitous AMF observed in a wide range of hosts (Öpik et al., 2006; Börstler et al., 2008), while *G. rosea* was not reported so far in all continents (Jansa et al., 2002; Öpik et al., 2010) and several reports suggest that its host spectrum is narrower than *R. irregularis* (Russell and Bulman, 2005; Sýkorová et al., 2007). The non-homogeneous mycorrhizal responses induced on diverse plants by Glomerales and Diversisporales suggest host selectivities by these fungi (Hong et al., 2012; de Novais et al., 2014; Mensah et al., 2015). As an illustration, it was observed significant differences regarding host phosphate uptake, growth, and/or reproduction of flax, tomato, and barrel medic when associated with *G. rosea* compared to *R. irregularis* (Smith et al., 2003). Comparison of expressed secretomes from these two AMF is hence a way to define the convergent/divergent strategies for the establishment of the symbiotic interface. SPs can indeed be involved in mechanisms as various as fungal cell wall remodeling (Ene et al., 2015), substrate degradation (Bouws et al., 2008), nutrient recruitment from the host interfaces (Fernandez et al., 2014), and repression of host immunity (Krijger et al., 2014).

Our project aimed first at investigating whether the same set of SPs is consistently expressed by an AMF when colonizing different hosts. It also aimed at evaluating to which extent SPs, either involved in fungal cell processes (nutrition, cell wall formation, and modification) or in modulating plant immune responses (effectors) are conserved among AMF. We first generated a comprehensive list of putative SPs by applying a bioinformatic pipeline on the two independently generated genome assemblies of the same strain (Tisserant et al., 2013; Lin et al., 2014). Then, we investigated the expression profiles of *R. irregularis* SPs (RiSPs) obtained in association with three distant plant hosts. Finally we compared RiSP sequences and expression patterns to those of SPs from *G. Rosea* (GrSPs). Our findings showed that specific classes of SPs were expressed at different fungal developemental stages explored in this study. Comparative SP expression patterns in different hosts highlighted that *R. irregularis* displayed a lesser ratio of host-specific secreted proteins compared to *G. rosea*. Finally, *R. irregularis* and *G. rosea* were found to share a small but nevertheless interesting set of SPs that are good candidate effectors targeting host conserved mechanisms.

## Materials and methods

### Production of fungal materials

*R. irregularis* DAOM 197198 and *Gigaspora rosea* DAOM 194757 spores and extraradical mycelium (ERM) produced on carrot root organ cultures (St-Arnaud et al., 1996) were purchased from Agronutrition (Labège, France). Spores were germinated and grown in liquid M medium (Bécard and Fortin, 1988), in the dark at 30°C with 2% CO_2_. All biological samples were produced in triplicates for sequencing. *R. irregularis* and *G. rosea* were treated during 48 h with control solution or GR24 (10^−6^ M final) respectively 2 and 5 days post germination. For the production of mycelium exposed to root exudates, spores were deposited on a cellophane membrane placed on *in vitro* carrot root organ culture, or on a cellophane membrane placed on solid M medium for Mock condition, for 14 days (*R. irregularis*) or 10 days (*G. rosea*) at 30°C and 2% CO_2_. Concerning the production of Intra Radical Mycelium (IRM), *Medicago truncatula* Gaertn “Jemalong” genotype A17 and *Brachypodium distachyon* genotype Bd21 were cultivated in association with *R. irregularis* DAOM 197198 during 5 weeks. For *Gigaspora rosea* DAOM 194757, a nursery system was used to increase mycorrhizal rates in the same time frame of assay. *M. truncatula* and *B. distachyon* plantlets were co-cultivated on Oil-Dri US special substrate (Damolin) in pot containing a leek plant cultivated since 3 months with *G. rosea* (growing conditions: 25°C, 16 h of day and 22°C, 8 h of night). After 3 weeks, plants were removed from the nursery system and individualized in single pots for 2 additional weeks of culture. Mycorrhizal rates were assessed using the grid intersection line system (Giovannetti and Mosse, 1980) and roots were sampled when mycorrhization reached a sufficient colonization rate. The plants produced as triplicate for experiments were mycorrhized at 59, 61, and 58% for *M. truncatula* and 39, 48, and 39% for *B. distachyon* by *R. irregularis*, respectively. The colonization rate of all triplicate plants mycorrhized by *G. rosea* reached over 80% (detailed informations at NCBI GEO portal GSE67911). Plants were grown with 16 h light (25°C)/8 h (22°C) cycles and fertilized twice a week with 0.5x Long Ashton solution.

*Lunularia cruciata* were collected in the Pyrenees Mountains (France). Gemmae were sterilized (Fonseca et al., 2006) and grown on KNOP medium (Reski and Abel, 1985) at 22°C with a 16 h photoperiod. *L. cruciata* was mycorrhized according to Fonseca et al. (2006). As the intergrid method used to assess mycorrhizal rate in roots was not appropriate, we checked by staining that the fungus highly colonized the central part of the thalli.

### RNA production and sequencing

Total RNA extraction and sequencing were performed according to Tisserant et al. (2013) for *R. irregularis* and Tang et al. (2016) for *G. rosea*. Apart from ERM of *G. rosea* where short paired- end sequencing reads were obtained from Illumina Miseq1000 protocols (2 × 151 bp), all libraries were obtained fromIllumina Hiseq2000 protocols (2 × 101 bp). Library constructions and sequencing were performed on the GeT-PlaGe facility (Toulouse, France), according to standard Illumina protocols. Data are available at NCBI GEO portal (GSE67906 and GSE67911) for *G. rosea*, and at NCBI Sequence Read Archive (SRR1027885) and at NCBI GEO portal (GSE67926) (—see details on libraries in Table S1A) for *R. irregularis*. Number of reads per libraries, representativeness of fungal reads in symbiotic tissues and variability of data are presented in Tables S1A, S5A for *R. irregularis* and *G. rosea* respectively.

### Bioinformatic analysis

GMAP analysis (Wu and Watanabe, 2005) was performed with the standard parameters between the two genomic assemblies of *R. irregularis* (Tisserant et al., 2013; Lin et al., 2014). When different gene definitions were present for the same locus, only ORFs supported by RNAseq data were selected and protein lacking a start or a stop codon were discarded. Because of a lack of complete coverage by RNAseq reads, SP7 (Kloppholz et al., 2011) was at first absent from the analysis. We therefore used the second assembly (Lin et al., 2014) that contains a SP7 gene definition (Rir018650) to recover this protein in the RiSPs set. In order to be easily identified in the study, this gene is not designated by a RiSP number but keeps its original name. SIS1, a previously characterized putative secreted protein that was described to be essential for mycorhizae establishment (Tsuzuki et al., 2016) is absent from our set of 872 RiSPs. Indeed, in our pipeline, a transmembrane domain was identified in the protein sequence. RiSPs and GrSPs were identified using the following pipeline with standard software parameters. SignalP3.0 (Bendtsen Dyrløv et al., 2004) allowed the identification of a signal peptide, TMHMM (Krogh et al., 2001), and Phobius (Käll et al., 2004) excluded proteins presenting a transmembrane domain. TargetP (Emanuelsson et al., 2007) was used to remove proteins with a mitochondrion targeting signal. We selected mature proteins as small as 15 amino acids after the cleavage of the peptide signal and discarded protein sequences with duplicates. No upper size limit was applied. This screen resulted in a list of 872 proteins for *R. irregularis* and 2633 for *G. rosea* (Tables S1C, S5C, respectively). In these repertoires, we searched for conserved domains by PFAM analysis (Finn et al., 2014), repeated motifs by T-reks analysis (Jorda and Kajava, 2009), Nuclear Localization by NLStradamus analysis (Nguyen Ba et al., 2009) and we scored disulfide-bond forming proteins among small cysteine-rich proteins (SCR) with Disulfind (Ceroni et al., 2006). Finally, Blastclust (Alva et al., 2016) was used to identify paralog groups of proteins. The MEME discovery tool (Bailey et al., 2009) was used to screen GrSPs and RiSPs displaying no PFAM domain in order to identify previously unknown motifs, present as internal repeats or displayed by several proteins. A first screen searching for short motifs (3 to 6 amino acids) was performed and identified a subgroup of SPs containing short internal repeats. These proteins were then excluded from the second screen focusing on SPs diplaying longer motifs (7 to 100 amino acids). Only motifs present at least three times and with an e-value < 10^−3^ were conserved. Motifs spanning almost entirely the sequence of tribe members were not conserved, since sequence similarity introduces a strong bias in motif identification. GPI anchor domains containing proteins are not considered as true secreted proteins and are thus not discussed in the present study. SCR proteins were described as proteins with less than 200 amino acids, containing at least two cysteines and with a 3% minimum Cysteine content. MAFFT (Katoh et al., 2002) was used to align SP7 with its relative SPs. For comparison, the 726 RiSPs predicted from Gloin1 gene models were compared to the previously identified *R. irregularis* SPs of the fungal secretome database (classes: SP, SP^3^, and SL—Choi et al., 2010). To identify putative RiSPs and GrSPs orthologs in other fungi, BLAST-P analyses were performed against the RefSeq with a e-value < 10^−5^ with exclusion of glomeromycota proteins (Altschul et al., 1990). The 220 *R. irregularis* and 64 *R. clarus* candidate effectors described in Sędzielewska Toro and Brachmann (2016) were compared to RiSPs through BLAST-P analysis; a e-value < 10^−5^ was selected to define putative orthologous proteins. *G. margarita* genes were analyzed through our pipeline to identify SPs with a similar approach and compared through BLAST-P analysis to GrSPs; a e-value < 10^−5^ was selected to define putative orthologous proteins. The same analysis was performed with *P. indica* (Zuccaro et al., 2011), *T. melanosporum* (Martin et al., 2010), and *L. bicolor* genes (Martin et al., 2008) for comparison with RiSPs. Search for isoforms in GrSPs was performed by reciprocal BLASTN (GrSPs against themselves with the following criteria: Identity>97%, query coverage>50%, query hit>10%) followed by sequence alignments using SeaView version 4 program for validation (Gouy et al., 2010).

### Gene expression and differential expression analysis

Raw sequence paired reads were trimmed using CLC Genomics workbench 8.0 suite (CLC Bio workbench, Qiagen, Aarhus, Denmark) based on Phred quality scores > 20 by removal of adapter Illumina primer, trimming end sequences of reads to limit the number of ambiguous nucleotides at 2, and discarding of reads shorter than 50 bp. Homogeneity of triplicates was defined by carrying out principal component analyses of samples according to CLC Genomic Workbench procedure and confirms the grouping of samples (Tables S1A, S5A for *R. irregularis* and *G. rosea* respectively). For each replicates, the correlation matrix (“normalized” version of the covariance matrix) was calculated to define the orthogonal eigenvectors of the first and second major principal components, showing a simplified version of the variability of data. For expression analyses, trimmed pair-ended reads were mapped onto the transcripts of 872 and 2633 SP genes of *R. irregularis* and *G. rosea*, respectively, using CLC Genomics workbench with stringent settings (similarity and length read mapping criteria at 98 and 95% respectively, maximum number of hits for a read on different genes limited to 10). We used the settings “one reference sequence per transcript” and “Maximum number of hits for a read = 10” to define unique and total reads mapping on each transcript, allowing the differenciation of expression patterns of close sequences. The mapped reads for each transcript were calculated and normalized as RPKM for calculating gene expression (reads per kilobase of transcripts per million reads mapped—Mortazavi et al., 2008). Intact and broken pairs were both counted as one. The RPKMs of each transcript in different conditions were compared using proportion-based test statistics (Baggerly et al., 2003) implemented in CLC genomic Workbench suite. This beta-binomial test compares the proportions of counts in a group of samples against those of another group of samples. Different weights are given to the samples, depending on their sizes (total counts). The weights are obtained by assuming a Beta distribution on the proportions in a group, and estimating these, along with the proportion of a binomial distribution, by the method of moments. The result is a weighted *t*-type test statistic. We then calculated False Discovery Rate (FDR) correction for multiple-hypothesis test (Benjamini and Hochberg, 1995). Only genes showing a difference of 10 reads between compared conditions were considered as significantly expressed. Genes were considered as differentially expressed when meeting the requirements of fold change ≥|2| and FDR ≤ 0.05. Extreme fold-change values (+/– 1,79769313486232E+308) are depicted as “+/–999999” in Tables S1, S5. RNAseq raw expressed data and calculated fold changes are depicted in Tables S1B, S5B for *R. irregularis* and *G. rosea* respectively.

## Results

### Definition of a consensus set of SPs of *Rhizophagus irregularis* DAOM 197198

Two independent genomic assemblies of the same strain of *R. irregularis* (DAOM 197198) were previously published (Tisserant et al., 2013; Lin et al., 2014). Due to incomplete assembly, the deduced catalogs of putative SPs from these two sets of data were partial and very few SPs were found totally identical by direct blast (Table S1C, see column B). In order to get a more robust global dataset, we performed a bidirectional Genomic mapping and alignment program (GMAP) analysis (Wu and Watanabe, 2005) of the two gene repertoires. GMAP allowed the identification of common genes (perfect match), genes unique to each dataset, and genes partly similar, i.e., truncated or differently defined in each gene repertoire. For the last two situations, ORFs covered by reads from RNAseq data were given preference (http://genome.jgi.doe.gov/Gloin1/Gloin1.home.html). Based on this approach, we obtained 35893 predicted genes. Using a specific pipeline to identify putative secreted proteins (Figure 1), we then defined a list of 872 secreted protein encoding genes (RiSPs) (Table S1C). This repertoire is larger than previously published ones from different assemblies and pipelines (376 SPs in Tisserant et al., 2013; 566 SPs in Lin et al., 2014; 475 SPs in Kim et al., 2016). This was expected because our input uses two different assemblies while only one was processed in the previous works. In the case of Kim et al. (2016), they also removed proteins containing nuclear localization signals. As noticed by Sędzielewska Toro and Brachmann (2016), there is a very high similarity with *R. clarus* available secreted proteins (Table S1C). We compared the SPs that we identified from the Gloin1 gene models (726 Gloin1-originating RiSPs) to already characterized *R. irregularis* Gloin1-SP identified in the Fungal Secretome Database (FSD; Choi et al., 2010; Kim et al., 2016). These proteins were classified in various categories according to their signal peptide predictions (SP, SP^3^, SL, Table S1C). Due to differences in pipeline definition (e.g.,: SPs containing a NLS are discarded in the FSD), 216 out of 726 of our Gloin1-originating RiSPs are absent in the FSD.

**Figure 1:**
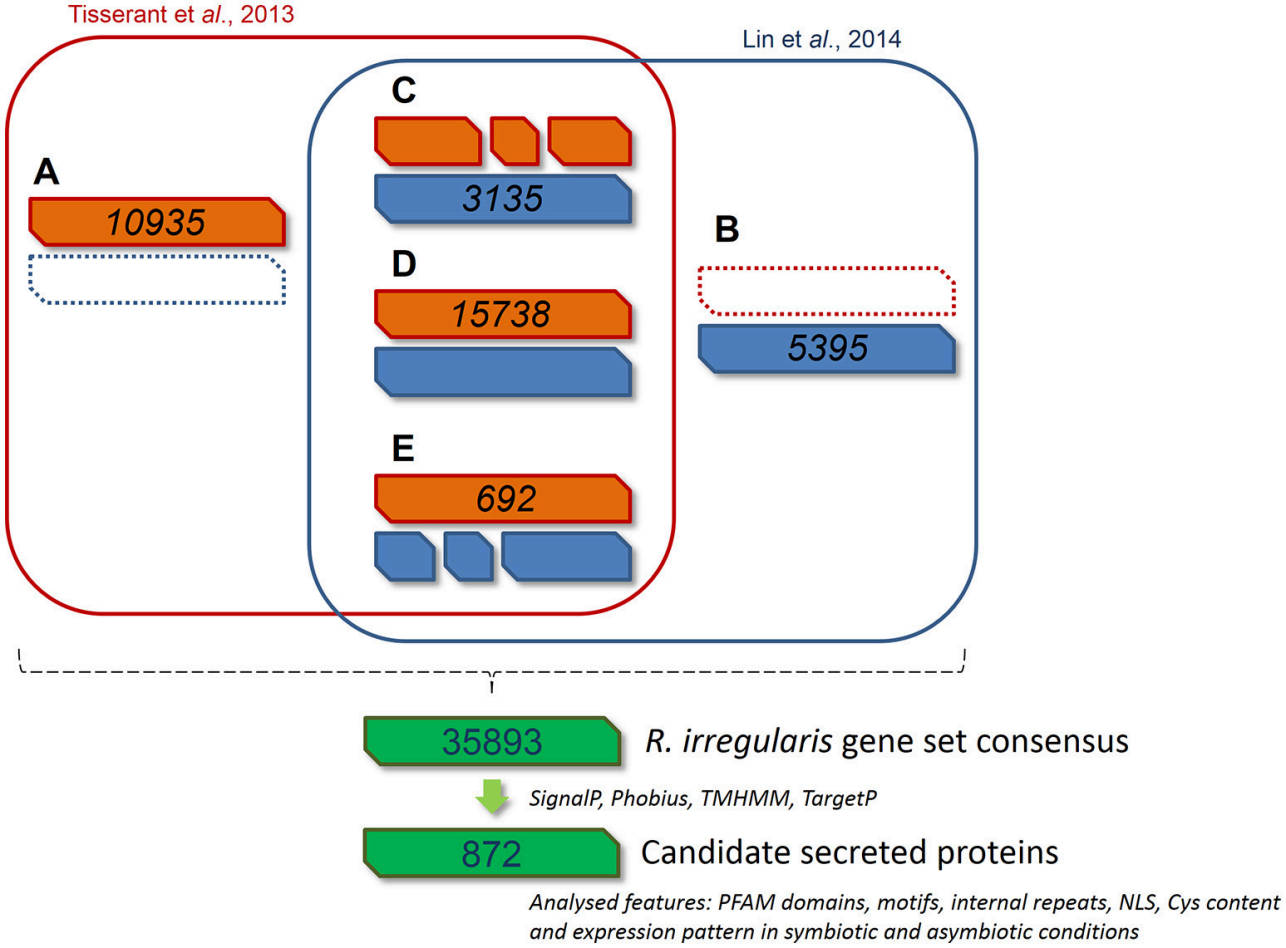
**Bioinformatic pipeline describing the process and the gene model screening for *R. irregularis* secretome prediction**. 30282 and 27300 gene models published by Tisserant et al. (2013) and Lin et al. (2014) respectively were compared through a GMAP analysis to generate a consensus gene set. Genes from classes **(A—E)** were pooled to constitute a new set of 35893 genes. **(A)** 10935 genes specific to Tisserant assembly. **(B)** 5395 genes specific to Lin assembly. **(C)** 3135 genes in Lin assembly that correspond to fragmented Tisserant ORFs. **(D)** 15738 genes in Tisserant assembly with a single map in Lin assembly. **(E)** 692 genes in Tisserant assembly that correspond to fragmented Lin ORFs. Secreted proteins were then identified as proteins with a signal peptide (SignalP 3.0), an absence of transmembrane domain (TMHMM, Phobius), and mitochondrion targeting (TargetP). Presence of PFAM domain, NLS, internal repeats, Cys content where then scored and expression pattern was analyzed in symbiotic and asymbiotic conditions. See methods for details.

Within the 872 RiSPs, different sequence features were identified: Presence of PFAM domains, nuclear localization sequences (NLS), cysteine rich regions (SCRs), organization as repeat contain proteins (RCPs), and distribution in protein families (tribes). As mentionned in Table S1C (“Tribe” column), 772 RiSPs were unique proteins, 54 were present in tribes of two members (D1–27) and 46 are grouped in 13 tribes of at least three members. Among the 872 RiSPs, 184 proteins displayed a PFAM domain. As observed in previous studies (Tisserant et al., 2012, 2013; Kim et al., 2016), *R. irregularis* displays a very limited number of CAZymes (25 RiSPs). Several PFAM domains were found enriched when compared to the whole gene repertoire (Table S2), including several proteases such as subtilases, aspartic proteases, M28 peptidases. Proteins involved in cell wall modification (polysaccharide deacetylase) or interaction with lipids (ML domain) were also found enriched. A survey of RiSPs present in other beneficial fungi revealed a low number of conserved SPs (Table S1). 92 RiSPs were conserved in *P. indica, T. melanosporum* or *L. bicolor*. Fourty-two were present in all three fungi within which 40 display a PFAM domain (see below).

### Expression patterns of RiSPs

As potentially important players in the interaction of AM fungi with their hosts, RiSP-coding genes are expected to be up-regulated in symbiotic conditions (Kloppholz et al., 2011). To analyse gene expression, RNAseq data were generated from various pre-symbiotic and symbiotic stages of fungal development (summarized in Figure S1; see methods). Briefly, spores of *R. irregularis* were germinated in liquid medium supplemented or not with root exudates or with GR24, a strigolactone synthetic analog. For symbiotic conditions, the fungus was cultivated in association with *L. cruciata, B. distachyon*, and *M. truncatula*. These three hosts—a liverwort, a monocot, and a dicot—belong to distant clades of the embryophytes, allowing to highlight host selectivity of SP-encoding genes. In addition to these three conditions of intraradical mycelium (IRM), extraradical mycelium (ERM) was also sampled from carrot root organ culture (Figure S1). 

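RNA of *R. irregularis* was sequenced from colonized roots of *M. truncatula* and *B. distachyon*, colonized thalli of *L. cruciata* and ERM, with 3 libraries per group and 12 libraries in all. The paper gives 5 weeks of culture and colonization rates of 59, 61, and 58% for *M. truncatula* and 39, 48, and 39% for *B. distachyon*, and these values are used here. The sample labels give 3 weeks in a nursery pot and 2 weeks in single pots, colonization rates of 67 and 42%, and 6 weeks of culture for *L. cruciata*. The paper's ERM came from carrot root organ culture and was purchased, and the labels also describe ERM grown with carrot roots, on plates. The authors trimmed the reads and mapped them with CLC Genomics Workbench on the transcripts of the fungus's Gloin1 gene models, counting an intact or a broken pair as 1. Each of the 3 tables they deposited sets 1 host against ERM and lists the reads of 30282 gene models in each library. The total gene reads, which are counts without normalization, were used here. The headings of these tables number the libraries 64, 65, and 66 for *M. truncatula*, 58, 59, and 60 for *B. distachyon*, 31, 32, and 33 for *L. cruciata* and 61, 62, and 63 for ERM. Some sample descriptions pair these numbers with other groups. The headings were followed, and a heading of Table S1B also places library 33 under *L. cruciata*. All libraries of *L. cruciata* carry lane 4 in their headings and all others carry lane 1. Total gene reads per library ranged from 425528 to 618704 in *M. truncatula* (median 531436), from 342493 to 502478 in *B. distachyon* (median 502441) and from 269346 to 614940 in *L. cruciata* (median 402031). The ERM libraries held 8149716 to 8616966 reads (median 8518829). These totals set the depth of all values here, whereas Table S1A of the paper counts reads before mapping, 15840942 to 16034364 per ERM library and 11202150 to 16460011 per host library. A gene without a read in a library of *L. cruciata* or of ERM could still make up 0.00111% or 3.68e-05% of the counts of the smallest library of each group, the share of 3 counts. Such floors cover counting error only, and the reads carry no molecular identifiers. The bounds and exact counting intervals of folds sum the reads of the 3 libraries of a group, so they leave out the spread between libraries. Of the 872 RiSPs, 726 are named by a Gloin1 model and were matched to the tables by its number, and the other 146 were not analysed here. Genes with at least 10 counts in at least 3 of the 12 libraries were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit of the 4 groups after TMM normalization. This left 13838 genes, 308 of them RiSPs. A gene was called at an adjusted p of at most 0.05 and at least a 2-fold difference, the thresholds of the paper. The biological coefficient of variation over all genes was 0.243. Levels are given as CPM, the reads per 1000000 gene reads after TMM normalization. On a log2 scale, the reads per 1000000 of 2 libraries of the same host, with 1 added, correlated across genes with a Pearson coefficient of 0.920 to 0.946, and those of 2 ERM libraries with 0.991 to 0.994. Genes are not independent replicates. Germinating spores, the reference of the paper's fold changes, were not analysed here, so hosts are compared with ERM and with each other.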

Regarding global expression, 590 among the 872 RiSPs showed a transcriptional activity in at least one of the tested conditions (Tables S1B,C). 

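Reads were counted on 463 of the 726 matched RiSPs in at least 1 of the 12 libraries, and 263 had none. Of those with reads, 79 had 9 reads or fewer over all libraries, so that 384 had at least 10. RiSPs with a read numbered 317 in *M. truncatula*, 325 in *B. distachyon*, 337 in *L. cruciata* and 443 in ERM. The larger number in ERM goes with its depth. With the ERM reads thinned at random to 502441 per library, the median of the host libraries, 343 RiSPs had a read in ERM and 417 in any library. Reads in ERM alone were found for 75 RiSPs, of which 26 had at least 10 reads, and reads in hosts alone for 20, of which 10 had at least 10. RiSPs took 3.41% ± 0.164 (SD, n = 3) of the gene reads in *M. truncatula*, 3.44% ± 0.332 in *B. distachyon*, 2.57% ± 0.0791 in *L. cruciata* and 2.57% ± 0.0341 in ERM. All libraries of each root host lay above those of ERM (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), while *L. cruciata* and ERM did not differ by the same exact test (p = 1). The RiSP with the most reads took a part of this share. Without the largest RiSP of each library, it fell to 2.92% in *M. truncatula*, 3.08% in *B. distachyon*, 2.40% in *L. cruciata* and 2.38% in ERM.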

At this stage, it is impossible to conclude whether the 282 SPs with no transcriptional activity are pseudogenes or just not detected/not expressed in these biological conditions. Around 70% of the expressed RiSPs presented a statistically robust (FDR < 0.05) up- or down-regulation pattern (137 and 312 respectively over a 2 fold change) in at least one experimental comparison (Figure 2). 

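With ERM as the reference in place of germinating spores, 2859 of the 13838 genes tested were called in *M. truncatula*, 1298 of them higher and 1561 lower than in ERM. In *B. distachyon* 1264 genes were higher and 1420 lower, and in *L. cruciata* 1058 were higher and 908 lower. Scaling each library to its reads on RiSPs, as the paper's RPKM values are, moved the counts of the root hosts most, to 5108 genes in *M. truncatula*, 888 higher and 4220 lower. With the ERM reads thinned, more genes were higher than lower in these hosts, 1125 and 888 in *M. truncatula* and 1097 and 834 in *B. distachyon*. Among the 308 RiSPs tested, 67 were higher and 53 lower in *M. truncatula*, 65 and 47 in *B. distachyon*, and 50 and 30 in *L. cruciata*. Scaled to reads on RiSPs, the balance turned in the root hosts, to 59 higher and 93 lower in *M. truncatula* and 58 and 90 in *B. distachyon*, and without ERM library 61, 62 or 63 it was 63 and 23, 65 and 22, or 65 and 22 in *M. truncatula*. Adjusted over the list alone, 125, 121, and 87 RiSPs were called in the respective hosts. On simulated counts in which 200 genes changed 4-fold, the test recovered 59% of them in *M. truncatula*, 52.5% in *B. distachyon* and 58% in *L. cruciata*, each against ERM, and gave none the wrong direction.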

An important overlap of down regulated genes (116) was observed in IRM and ERM compared to the reference (germinating spores), representing 88% of the genes downregulated in the ERM (Figure 2A right panel). Independent biological samples were produced to perform RT-qPCR on ten IRM up-regulated genes in medicago. All of them validated the RNAseq data (Table S1F).

**Figure 2:**
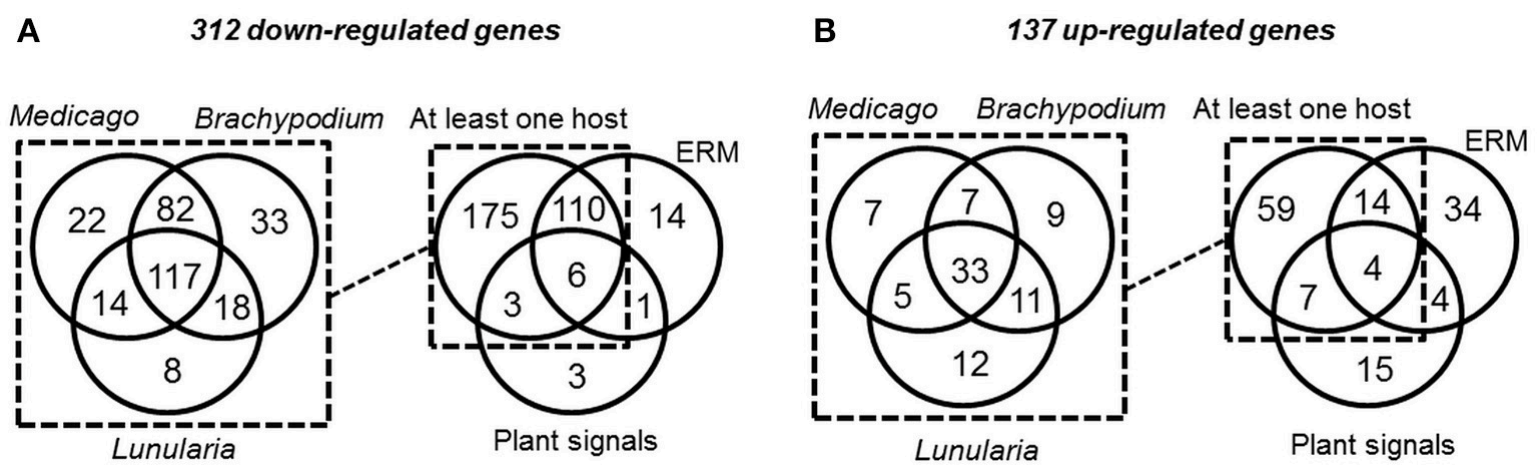
**Venn diagrams of *R. irregularis* SP (RiSPs) genes down- (A)** and up-regulated (B) in the different comparisons (see Table S1C for details). **(A**: Left panel**)** number of RiSPs down-regulated in the differents hosts. Right panel: RiSPs down-regulated in at least one host were pooled and compared to genes down-regulated in ERM or in germinating spores treated with plant signals (GR24 or plant exudates). **(B**: Left panel**)** number of RiSPs up-regulated in the differents hosts. Right panel: Genes up-regulated in at least one host were pooled and compared to genes down-regulated in ERM or in germinating spores treated with plant signals (GR24 or plant exudates).

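Compared with ERM, 76 of the RiSPs tested were higher in at least 1 host and 44 in all hosts, a number that did not change when p was adjusted over the list alone. Another 18 were higher in a pair of hosts, 17 of them in *M. truncatula* and *B. distachyon*. In 20 simulations in which hosts and ERM had the same mean for each gene, no RiSP was higher in all hosts, which bears on false calls only. The number higher in all hosts stayed between 43 and 45 with each library left out, and a minimum of 4-fold moved it most, to 36. Lower in all hosts than in ERM were 25 RiSPs, and without ERM library 61, 62 or 63 the number was 11, 10 or 11. With 2 ERM libraries a gene absent from the hosts cannot have 10 counts in 3 libraries, so such genes are no longer tested. Table S1D lists a common set for the hosts, chosen on these samples with spores as the reference, so that its calls are not independent evidence. Of this set, 25 RiSPs were matched and 24 tested, and RiSP583 had too few reads in each library. All 24 were higher than in ERM in *M. truncatula* and in *B. distachyon*, and 23 in *L. cruciata*. The exception, RiSP508, named here after its values were seen, had a log2 fold change of 0.61 in *L. cruciata* (adjusted p = 0.574, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Levels still differed between hosts for 12 of the 24.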

Considering the 137 up-regulated RiSPs, 84 are up-regulated in the IRM (Figure 2B right panel), among them 33 are shared between the three hosts (Figure 2B left panel, Table S1D), suggesting that *R. irregularis* produces a common set of RiSPs irrespectively of the colonized host. Among these 33 RiSPs, a majority (19) are short proteins (< 200 aa) and include 12 SCRs (Table S1D), two (RiSP646 and RiSP734) are predicted to possess a NLS and display repeated motifs and six present a PFAM domain. Conversely, one third of RiSPs (28 among 84) are specifically up-regulated in a single host: 7, 9, and 12 have a specific up-regulation in *M. truncatula, B. distachyon*, and *L. cruciata* respectively (Figure 2B left panel, Table S1E). Among these 28 RiSPs, 25 code for proteins without any predicted function and may represent candidate host specific effectors.

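Table S1E lists RiSPs for 1 host each, again chosen on these samples against spores. Of them, 24 were matched and 17 tested, namely 4 listed for *M. truncatula*, 4 for *B. distachyon* and 9 for *L. cruciata*. Called directly between hosts, 5 of the 17 were higher in their own host than in both others, and 10 were higher than in at least 1 other host. The 5 were RiSP700 and RiSP371 in *M. truncatula* and RiSP788, RiSP720, and RiSP217 in *L. cruciata*, of which RiSP788 and RiSP217 are named after their values were seen. Without *M. truncatula* library 64 or 66 the number higher than both others was 3. The number higher than at least 1 other was 5 without *M. truncatula* library 66, *L. cruciata* library 31 or ERM library 62, and 6 without *L. cruciata* library 32 or 33. RiSP700 (Gloin1 model 84962) had 68, 32, and 56 reads in *M. truncatula*, none in *B. distachyon*, 1 in *L. cruciata* and 15 in ERM, all from library 63. It was at least 45.7-fold higher in *M. truncatula* than in *B. distachyon* (adjusted p = 0.00324, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that DESeq2's test did not make (adjusted p = 0.0887). Nor did that test call it against *L. cruciata* (adjusted p = 0.0843), so by DESeq2 it was higher than in neither other host. RiSP371 (model 4767) had 116 reads in *M. truncatula*, 2 in *B. distachyon*, none in *L. cruciata* and 2 in ERM, at least 33.9-fold more in *M. truncatula* than in *L. cruciata*. RiSP720 (model 8900) was higher in *L. cruciata* than in *B. distachyon* by a log2 fold change of 3.59 in size (-3.59 for *B. distachyon* minus *L. cruciata*, standard error 0.80, adjusted p = 0.00814, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher than in ERM by 3.77 (standard error 0.53, adjusted p = 2.91e-05). RiSP788 was higher in *L. cruciata* than in the root hosts, yet its CPM was 110 ± 35.9 (SD, n = 3) there and 1514 ± 441 in ERM. Conversely, of all RiSPs tested, 5 were higher than ERM in *M. truncatula* alone, 4 in *B. distachyon* alone and 5 in *L. cruciata* alone, and of these 4, 2, and 2 were also higher than in another host. With each library left out, the numbers higher in 1 host alone moved. They lay between 3 and 9 in *M. truncatula*, 3 and 9 in *B. distachyon*, and 2 and 6 in *L. cruciata*. From the RiSPs shared by the hosts (Figure 2B), the paper proposes that the fungus makes a common set of RiSPs whatever host it colonizes.

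**Figure D1:**
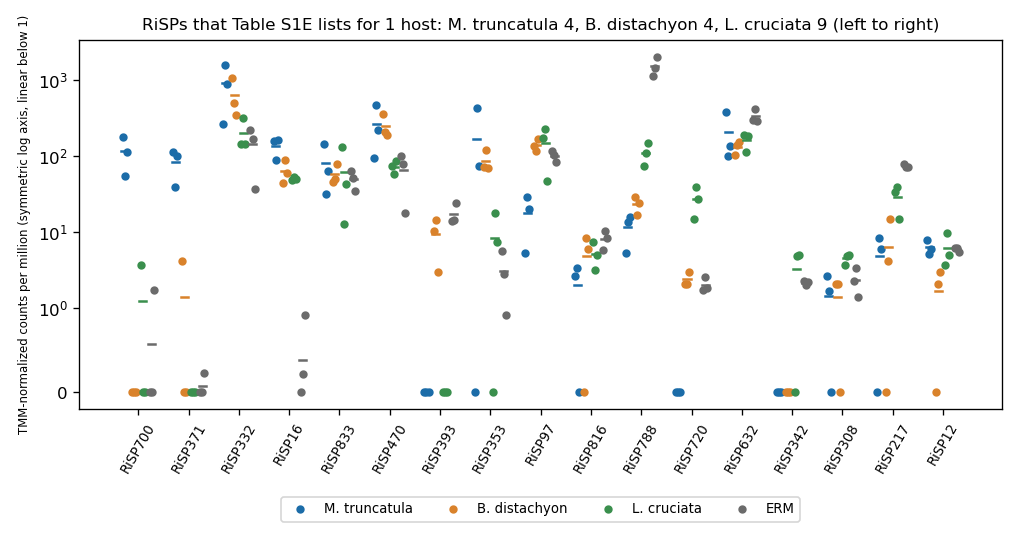
TMM-normalized CPM (symmetric log axis) of the 17 tested RiSPs that Table S1E lists for 1 host, with a dot per library and a line at the mean of 3 libraries. RiSP700 and RiSP371 have reads in all *M. truncatula* libraries and at most 2 reads in the other hosts, while RiSP788 and RiSP217 lie highest in ERM.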

When considering the predicted features and functions of the 137 *in planta* up-regulated RiSPs, 27 present a PFAM domain (Figure 3). These SPs display an enrichment for Cytochrome P450s and the lipid binding ML domain (Table S3). 

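Domains were taken from the InterPro terms that the tables list for each gene model, over all genes tested and not over RiSPs alone. A cytochrome P450 domain was listed for 220 models, of which 146 were tested, 10 of them RiSPs. Higher than ERM in all hosts were 41 P450 models and lower in all hosts were 30 (one-sided Fisher's exact test against all genes tested, Benjamini-Hochberg adjusted over 1194 comparisons of 597 terms, p = 2.97e-19 and 1.98e-12). Among the P450 models of the RiSP set, 2 were higher and 4 lower in all hosts. The ML domain was listed for 15 models, of which 11 were tested, 3 of them RiSPs. Of the 11, 4 were higher in all hosts (same exact test, adjusted p = 0.0403) and 2 were lower in all hosts, and the 4 higher models are no RiSPs.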

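RiSP759 (Gloin1 model 330407) had 153 to 807 reads in each host library, and its CPM lay between 1181 and 2116 in *M. truncatula*, 1038 and 1550 in *B. distachyon*, and 322 and 565 in *L. cruciata* (n = 3 each). In ERM it had no read in libraries 61 and 62 and 38 reads in library 63. Its log2 fold changes against ERM were 10.11, 9.86, and 8.25 in *M. truncatula*, *B. distachyon* and *L. cruciata* (adjusted p = 2.67e-09, 3.84e-09, and 3.63e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP762 (model 18302) had 169 reads in *M. truncatula*, 39 in *B. distachyon* and 94 in *L. cruciata*, against 10 in ERM, all in library 63. Its log2 fold changes were 8.15 (standard error 0.69), 6.14 (0.78), and 7.59 (0.71), and it was called in each host. RiSP847 (model 6932), for which the tables list multicopper oxidase domains, had 64 to 156 reads per host library and 6 reads in ERM library 63 alone. It was higher than in ERM by 10.04, 9.86, and 9.25 on the log2 scale (adjusted p = 8.82e-12, 1.22e-11, and 4.91e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Library 63 held reads of many other genes that the other ERM libraries lacked. Of 110 genes with at least 100 host reads and none in ERM libraries 61 and 62, 76 had reads in library 63, 611 reads in all. The same comparison gave 5 of 39 genes for library 61 and 4 of 38 for library 62.

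**Figure D2:**
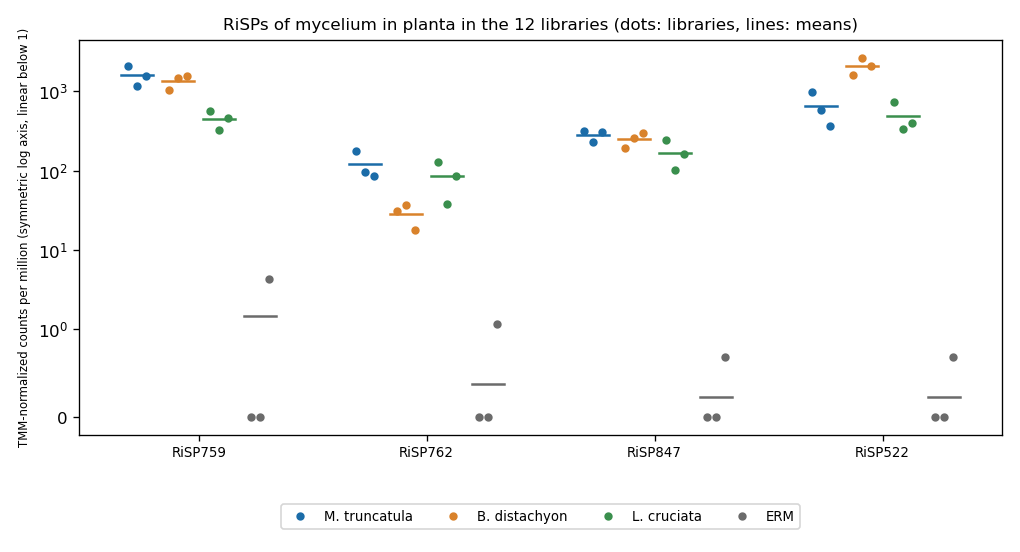
TMM-normalized CPM (symmetric log axis) of RiSP759, RiSP762, RiSP847, and RiSP522 in the 12 libraries, with a dot per library and a line at the mean of each group of 3. Each host library lies above each ERM library for all of them, and only ERM library 63 is above 0.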

Three RiSPs are exclusively expressed *in planta*: The two aspartic proteases RiSP759 and RiSP762 and a protein with Cu-oxidase domains, RiSP847. This three RiSPs are conserved in *P. indica, T. melanosporum*, and *L. bicolor*, suggesting a shared role between beneficial fungi. RiSP847 is likely a laccase-like multicopper oxidase that may act as a lignin modifier, although secondary cell wall are weakly developped in epidermal and cortical root cell layers (Baldrian, 2006). RiSP833, only found up-regulated in *B. distachyon*, could be involved also in cell wall modification since glyoxal oxidase domain-containing proteins have been shown to degrade lignin (Whittaker et al., 1999). Additionally, RiSP574 is a CAP protein that has been described to fulfill different roles including cellular matrix remodeling, cell-cell adhesion, and also fungal virulence (Barrero et al., 2002; Schneiter and Di Pietro, 2013), that fits with its specific up-regulation in ERM. Similarly, RiSPs with lipid binding activities (ML domain) are also uniquely up-regulated in ERM. 

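RiSP833 (model 161374), with a glyoxal oxidase domain, had 22, 24, and 26 reads in *B. distachyon* and a CPM of 57.3 ± 17.5 (SD, n = 3). It reached 79.6 ± 58.1 in *M. truncatula*, 61.3 ± 60.6 in *L. cruciata* and 49.2 ± 14.1 in ERM. No difference was detectable between *B. distachyon* and ERM (log2 fold change 0.19, standard error 0.53, adjusted p = 0.832, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nor against *M. truncatula* (adjusted p = 0.826 from the same test) or *L. cruciata* (adjusted p = 1). None of the alternatives tried called it between any pair of groups.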

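RiSP574 (model 335639) had 619 to 799 reads per ERM library, a CPM of 75.6 ± 10.8 (SD, n = 3), against 22.3 ± 4.7 in *M. truncatula*, 16.0 ± 6.21 in *B. distachyon* and 4.05 ± 3.74 in *L. cruciata*. It was lower than in ERM in every host, with log2 fold changes of -1.76, -2.19, and -4.29 (adjusted p = 0.00156, 0.000353, and 3.61e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between hosts, it was lower in *L. cruciata* than in *M. truncatula* by 2.52 on the log2 scale (adjusted p = 0.018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without *M. truncatula* library 66 or *L. cruciata* library 32 or 33, where the adjusted p was 0.067, 0.0692 and 0.0728, and with only this pair of groups in the fit (adjusted p = 0.0782).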

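RiSP518 (model 337435) had 761, 1105, and 919 reads in ERM and at most 9 in a host library. Its log2 fold changes against ERM were -3.89 in *M. truncatula*, -3.60 in *B. distachyon* and -3.72 in *L. cruciata* (adjusted p = 1.42e-05, 3.22e-05, and 3.51e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP686 (model 14651), which Figure 3 lists with an ML domain, had 1892, 1662, and 2548 reads in ERM, 2 in *B. distachyon* and none in the other hosts. It was at least 111-fold lower in *M. truncatula* and at least 97.2-fold lower in *L. cruciata* than in ERM, and 146-fold lower in *B. distachyon* (95% exact counting interval 40.4 to 1207). RiSP545 had 14, 9, and 24 reads in ERM and 1 in the hosts, and RiSP553 had 6 reads in ERM and 3 in *M. truncatula*, too few for the test. Of the other ML RiSPs, named after their values were seen, RiSP568 showed no detectable difference from ERM, with log2 fold changes of 0.25, -0.25, and -0.075 (adjusted p = 0.517, 0.551, and 0.896, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP578 was lower by -1.78 in *M. truncatula* (adjusted p = 1.71e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called in *B. distachyon* (-0.59) and *L. cruciata* (-0.73). Some ML models outside the RiSP set were higher in hosts. Model 27455, chosen after its values were seen, had 303 to 384 reads per *M. truncatula* library and 2, 0, and 28 in ERM, a log2 fold change of 9.33 (standard error 0.66, adjusted p = 6.68e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and models 15715, 348734, and 349562 were likewise higher in all hosts.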

Four Cytochrome P450 with contrasted expression patterns may be involved in the production of fungal molecules or in cell detoxification required at different stage of development. 

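RiSP812 (model 23683) had 48 to 57 reads per library in *M. truncatula*, 25 to 55 in *B. distachyon*, 0, 9, and 3 in *L. cruciata* and 4, 0, and 0 in ERM. It was higher than in ERM by 9.12 and 8.96 on the log2 scale in the root hosts (adjusted p = 3.49e-10 and 5.16e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *L. cruciata* it was higher by 5.52 (adjusted p = 0.000173, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without library 32 (adjusted p = 0.0565), and it was lower there than in *M. truncatula* by 3.60 (adjusted p = 0.000356). RiSP818 (model 345415) had 47 to 130 reads per host library and no detectable difference from ERM, with log2 fold changes of -0.02, 0.50, and 0.10 (adjusted p = 0.963, 0.201, and 0.864, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For RiSP816 (model 7400), with at most 4 reads in a host library, the log2 fold changes were -1.98, -0.80, and -0.78 (adjusted p = 0.121, 0.503, and 0.569, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaling to RiSP reads gave a call in *M. truncatula* (-2.57, adjusted p = 0.0227, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP777 (model 319361), chosen after its values were seen, was higher in *B. distachyon* than in ERM by 3.18 (standard error 0.80, adjusted p = 0.00562, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 20 of its 23 reads there came from library 60.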

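RiSP811 (model 346819), with an alpha/beta hydrolase fold, had 130 to 214 reads per library in *M. truncatula*, 99 to 140 in *B. distachyon* and 83 to 148 in *L. cruciata*. Its 25, 38, and 49 reads in the far deeper ERM libraries made a CPM of 4.14 ± 1.48 (SD, n = 3), against 332 ± 67.5, 266 ± 43.4, and 292 ± 50.8 in these hosts. The log2 fold changes against ERM were 6.31, 5.99, and 6.12 with a standard error of 0.30 each (adjusted p = 1.83e-12, 3.45e-12, and 4.5e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No difference between hosts was called, and the largest, between *M. truncatula* and *B. distachyon*, was 0.32 on the log2 scale.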

Another protein of interest, induced by plant signals and also up-regulated in host roots encodes an alpha-beta hydrolase (RiSP811). Such proteins present a hydrophobic pocket and are known to play multiple roles in perception and cleavage of endogenous and xenobiotic compound (Carr and Ollis, 2009). A putatively secreted carbonic anhydrase (RiSP688) is up-regulated *in planta* but also in ERM. The role of secreted fungal carbonic anhydrases is yet unclear. However, their function seems shared between mutualistic fungi since this protein is also present in *P. indica, T. melanosporum* and *L. bicolor* (Table S1C). Intracellular isoforms were described to participate in the regulation of intercellular pH. For instance, Nce103, a *Saccharomyces cerevisiae* β-class of carbonic anhydrase, was shown to be important for the fungal growth under ambient air condition and play a role in ${\text{CO}}_{2}/{\text{HCO}}_{3}^{-}$ homeostasis (Götz et al., 1999; Amoroso et al., 2005; Elleuche and Poggeler, 2010). Secreted fungal carbonic anhydrases are supposed to have a role also in soil acidification (Thorley et al., 2015), thus allowing a better mineral acquisition in ERM.

**Figure 3:**
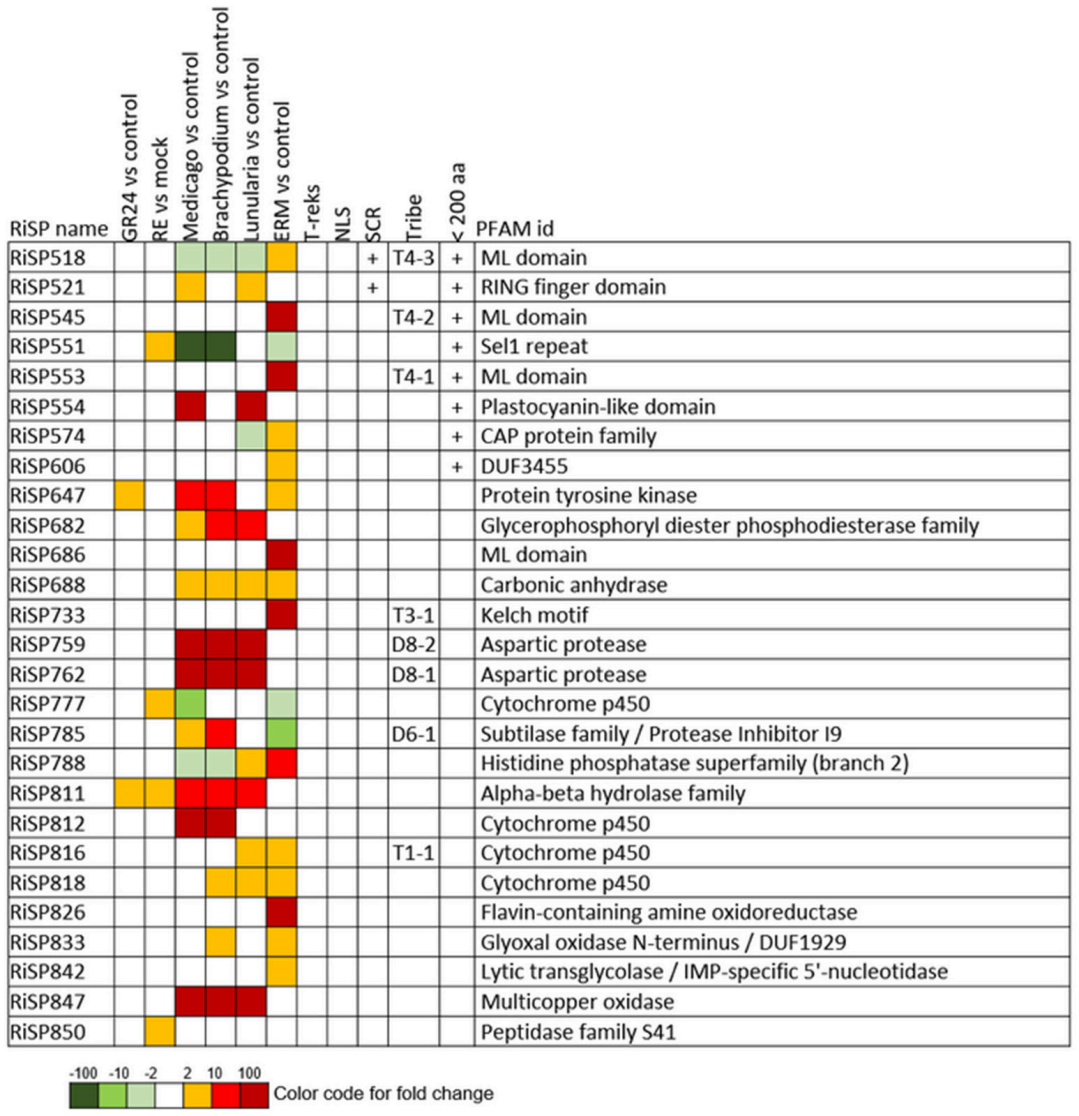
**RiSPs with a PFAM domain that are up-regulated in at least one comparison**. RE, root exudates; ERM, Extra-Radical Mycelium; NLS, Nuclear Localization Signal; SCR, Small Cysteine Rich.

688 among 872 RiSPs lack PFAM annotation and have no predicted function. We used the MEME software to identify motifs present as internal repeats or shared by different proteins that may unravel functional groups not yet described (Figure 4; Figure S2), before sorting them by expression groups. Within RiSPs with no PFAM domain, we identified 44, 33, and 14 RiSPs with a preferential expression pattern in IRM, ERM or in response to plant signals, respectively (Figures 5–**7**). 

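Next to RiSP522, the RiSPs called in all hosts with the highest mean log2 fold change against ERM were RiSP552, RiSP472, RiSP295, and RiSP672. RiSP472 and RiSP295 had no read in ERM, so their place rests on fitted values that give no measured rank. RiSP552 (model 323027) had 948 reads in *M. truncatula*, 336 in *B. distachyon*, 339 in *L. cruciata* and 1 in ERM. The ratio of *M. truncatula* to ERM was 17400 (95% exact counting interval 3115 to 687982). It was also higher in *M. truncatula* than in *L. cruciata* by 1.31 on the log2 scale (standard error 0.25, adjusted p = 0.00227, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), though by 0.80 when scaled to RiSP reads. RiSP472 (model 25630) had no read in ERM and was at least 3151-fold higher in *M. truncatula*, at least 320-fold in *B. distachyon* and at least 579-fold in *L. cruciata*. Between hosts, it was higher in *M. truncatula* than in *B. distachyon* by 3.33 (standard error 0.32, adjusted p = 8.49e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP295 (model 19758) had 141, 706, and 164 reads in *L. cruciata*, 53 in *B. distachyon*, 18 in *M. truncatula* and none in ERM. Its level in *L. cruciata* was at least 7052-fold that in ERM and exceeded that in *M. truncatula*, with a log2 fold change of -5.83 for *M. truncatula* minus *L. cruciata* (standard error 0.43, adjusted p = 3.27e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For RiSP672 (model 94115), with 216, 265, and 71 reads in these hosts and 1 in ERM, the ratio of *B. distachyon* to ERM was 5534.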

In RiSPs preferentially expressed in IRM (Figure 5), 27 genes show a specific up-regulation in all three hosts tested, whereas six are also induced in response to plant signals and six also induced in ERM. Among these 27 RiSPs, three display a motif containing a RXLX sequence and are not induced in the ERM (motif 18, Figure 4; RiSP522, RiSP535, and RiSP546; Figure S2). 

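RiSP522 (model 7002) had 188 to 378 reads per library in *M. truncatula*, 709 to 1284 in *B. distachyon* and 162 to 213 in *L. cruciata*. ERM held 6 reads of it, all in library 63. RiSP535 and RiSP546 were not analysed here. RiSP522 was higher than in ERM by 11.23, 12.94, and 10.81 on the log2 scale (adjusted p = 2.52e-11, 5.26e-12, and 6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its CPM was 2113 ± 523 (SD, n = 3) in *B. distachyon*, above that in *L. cruciata* by 2.13 on the log2 scale (adjusted p = 0.00143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference from *M. truncatula*, -1.71 for *M. truncatula* minus *B. distachyon* (adjusted p = 0.0207, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was no longer called without *M. truncatula* library 65 or 66 or *B. distachyon* library 59 or 60, where the adjusted p was 0.0787, 0.194, 0.103, and 0.0817.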

The RXLX motif is reminiscent of RXLR effectors found in oomycetes (see next section).

**Figure 4:**
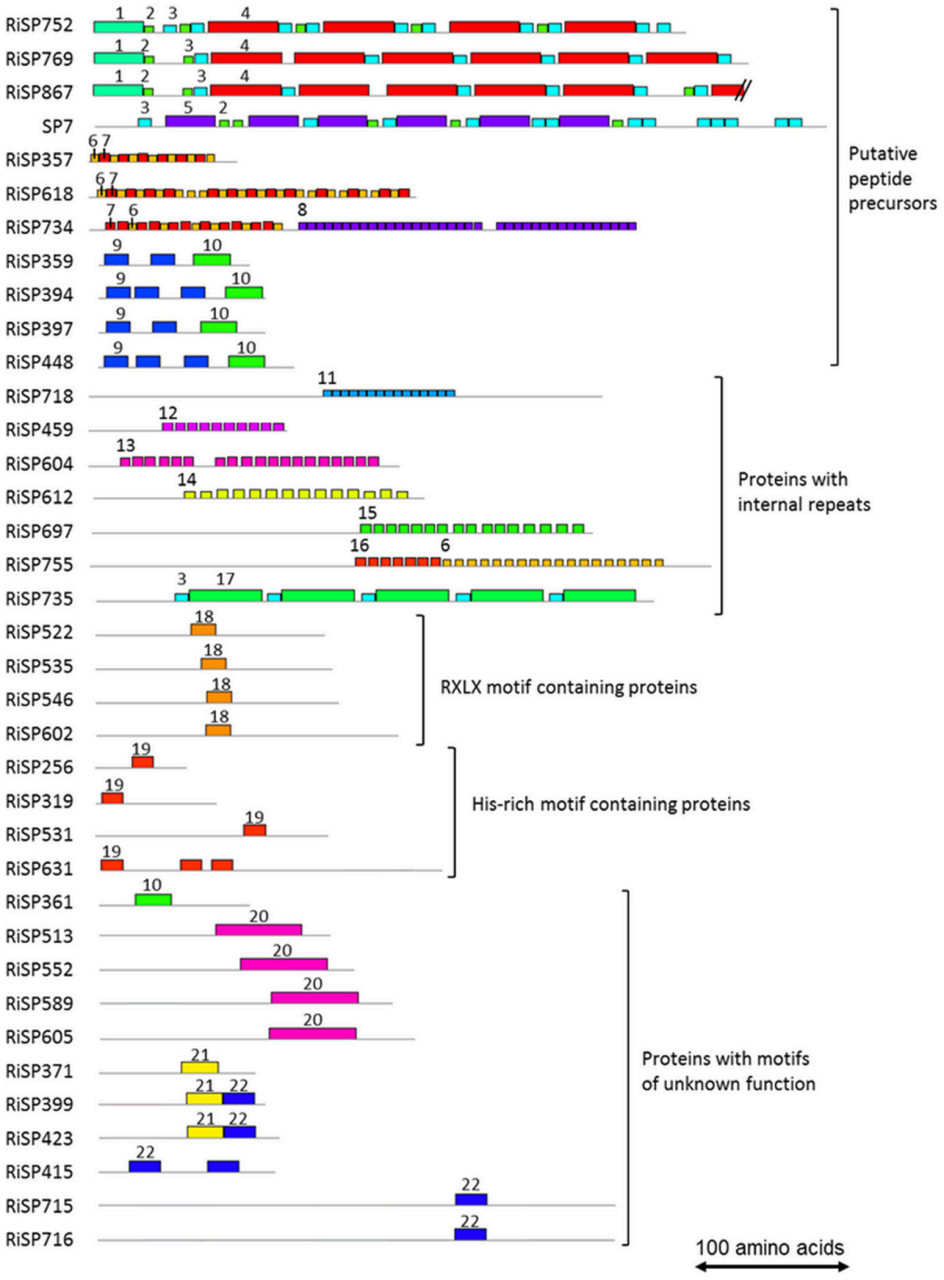
**Motifs identified in RiSPs through a MEME search**. Proteins are grouped according to their motif content, predicted maturation, or putative function. Motif sequences are listed in Figure S2. Each motif is illustrated by an unique color box and a number. To facilitate readability, numbers are mentioned only once for each proteins.

**Figure 5:**
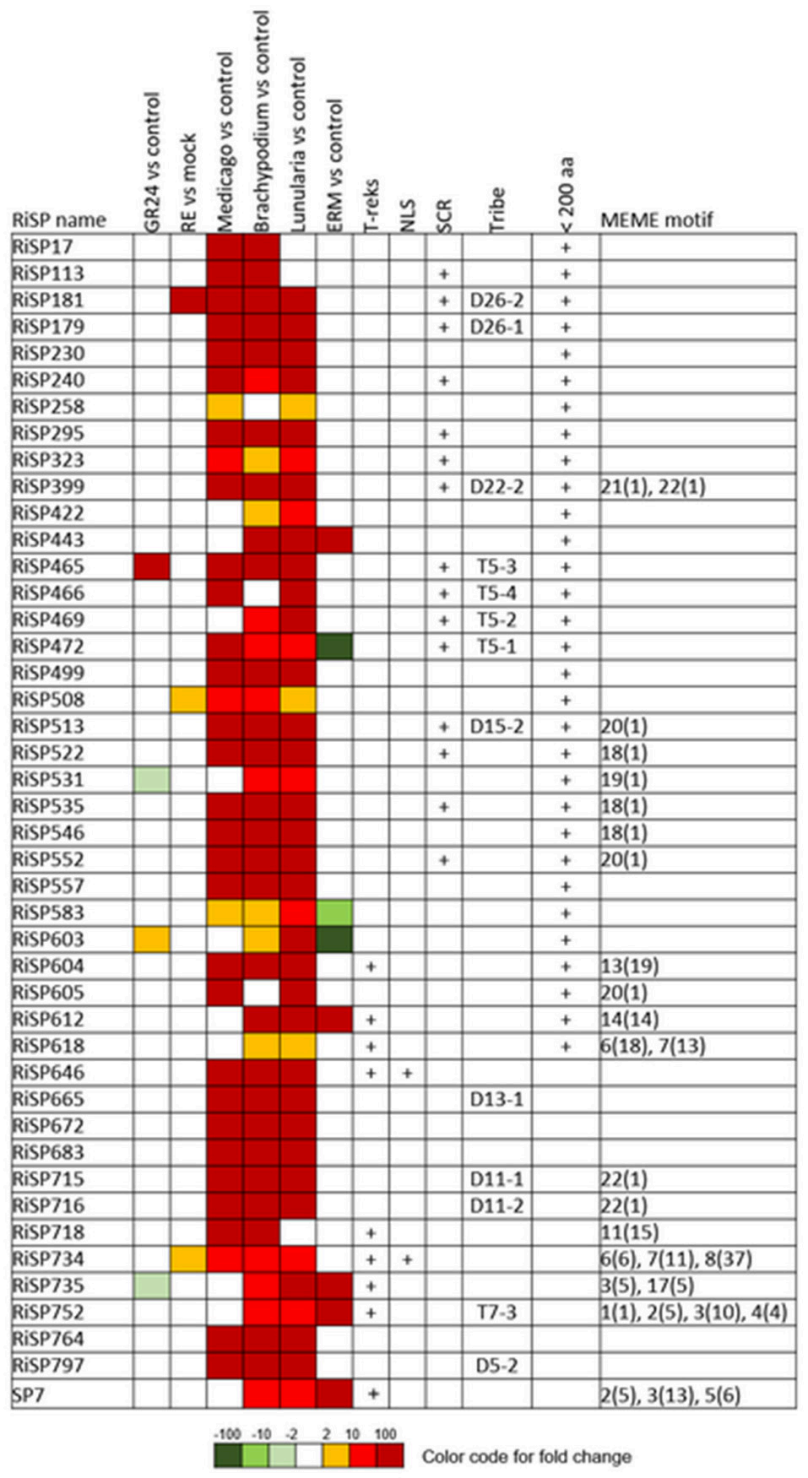
**RiSPs of unknown function preferentially up-regulated in symbiotic tissues**. MEME motifs are described by their number (Figure 4 and Figure S2) and their occurrence (value within brackets).

### Search for candidate effectors

Effectors are SPs that have an incidence on host cell metabolism or immunity. Although functional validations are necessary to identify SP coding genes, *in silico* analysis allows the prediction of candidate effector proteins. Genes coding for effector proteins are often up-regulated during early and/or late stage of interaction with the host. Effectors of many different sizes have been reported in the litterature dedicated to bacteria, oomycetes, or fungi. Therefore, we did not apply a size criterion and SPs of all sizes can be assigned to the effector category. However, since fungal effectors are usually relatively small (< 200 aa), we report this additional protein feature in our description. Finally, fungal effectors often do not possess any known functions and may present structural features such as a NLS for nuclear host cell targeting, a high number of Cysteine for increasing protein stability in plant apoplasm (Ellis et al., 2009), or internal repeats such as SP7 and Ss-RhS1 (Kloppholz et al., 2011; Yu et al., 2016).

A total of 41 SP-coding genes containing a NLS motif were identified from the 872 RiSP candidates (Table S1C). Only four are up-regulated. RiSP668 and RiSP755 (**Figure 7**) are up-regulated in reponse to root exudates, RiSP646 (Figure 5) in IRM and RiSP734 in both conditions (Figure 5). The software MEME did not identify any significant enriched putative translocation motif in these four proteins or in the 41 NLS-containing RiSPs.

Throughout the 872 RiSPs, 141 can be assigned to Small Cysteine Rich (SCR) proteins. The analysis of the 872 RiSPs did not reveal an enrichment of Cysteine-containing motifs compared to the whole genome repertoire. In order to identify the motifs conserved in SCRs, we run the MEME software in this subgroup of proteins but no motif enrichment was observed. Similarly, no enrichment was detected in 127 SCRs predicted to form disulfide bond by Disulfind. Although *R. irregularis* produces SCRs, they did not form expression clusters in our conditions, as it was already observed for fungal pathogens (Saunders et al., 2012).

In addition to SCRs, Repeat Containing Proteins (RCPs) are often found in the secretome of eukaryotic filamentous plant pathogens (Mueller et al., 2008). The identification of RCPs was performed in all RiSPs using intra-sequence investigation (T-reks algorithm—Jorda and Kajava, 2009) (column D in Table S1C, see methods). On the 110 up-regulated genes with no PFAM domain, the motif discovery tool MEME (Bailey et al., 2009) was then used to identify motifs present in different proteins to reveal functional groups of proteins sharing domains yet uncharacterized (Figure 4; Figure S2). An intra-sequence MEME search allowed a visualization of the repeated motifs previously identified by the T-reks algorithm (Figure 4; Figure S2). As observed in the basidiomycete fungus *Ustilago maydis*, we identified two classes of RCPs where the repeated motifs display or not a putative KEX2 protease cleavage site, which consist of a dipeptide containing a Lysine or an Arginine followed by an Arginine: [KR]R (Mueller et al., 2008). In plant-fungus interactions, limited information is available for such proteins predicted to be cleaved and secreted as peptides. In the RCPs predicted to be cleaved, a first group is mainly up-regulated in ERM: RiSP752, RiSP769 and RiSP867 (Figures 4, 6). These three RCPs have striking similarities with SP7, a previously characterized effector of *R. irregularis* (Kloppholz et al., 2011; Lin et al., 2014). These four RiSPs share the motifs 2 and 3. An alignment of SP7 with these RiSPs reveals indeed key conserved amino acids within the repeated motifs and a very strong conservation of the predicted KEX2 cleavage site (Figure S3). These observations suggest that SP7 and its relatives may be cleaved into short peptides. A second group of RiSPs putatively cleaved is mostly expressed *in planta* and present repetitions of the very short motifs 6, 7, and 8. Finally, four RiSPs with up-regulation in ERM display the motif 9 in two or three copies and is followed by the C terminal motif 10. This last motif is also found alone in RiSP361.

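Figure 6 and Table S1 list motif 9 for RiSP359, RiSP394, RiSP397, and RiSP448, of which all but RiSP397 are named here after their values were seen. Reads on these genes were few. RiSP359 had 34, 6, and 36 reads in ERM and 1 in the hosts, and RiSP394 had 4 in ERM and none in the hosts, below the minimum for the test. RiSP448 had 229 reads in ERM and 7 in the hosts, and only its difference in *M. truncatula* was called (log2 fold change -3.55, standard error 1.24, adjusted p = 0.0411, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP397 (model 33030) had 12, 25, and 53 reads in ERM, none in *M. truncatula* and *L. cruciata*, and 38, 2, and 8 in *B. distachyon*. In *B. distachyon* it was higher than in ERM by 3.41 on the log2 scale (adjusted p = 0.00503, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this call was lost without *B. distachyon* library 58 (adjusted p = 0.177) and without ERM library 61 or 62 (adjusted p = 0.0748 and 0.0739).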

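RiSP361 (model 30462) had 234, 190, and 264 reads in ERM, none in *M. truncatula* and 4 each in *B. distachyon* and *L. cruciata*. It was at least 12.5-fold lower in *M. truncatula* than in ERM. The log2 fold changes in *B. distachyon* and *L. cruciata* were -3.01 and -3.08 (adjusted p = 0.0113 and 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), calls lost without *B. distachyon* library 58 (adjusted p = 0.0513) and without *L. cruciata* library 33 (adjusted p = 0.0629).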

**Figure 6:**
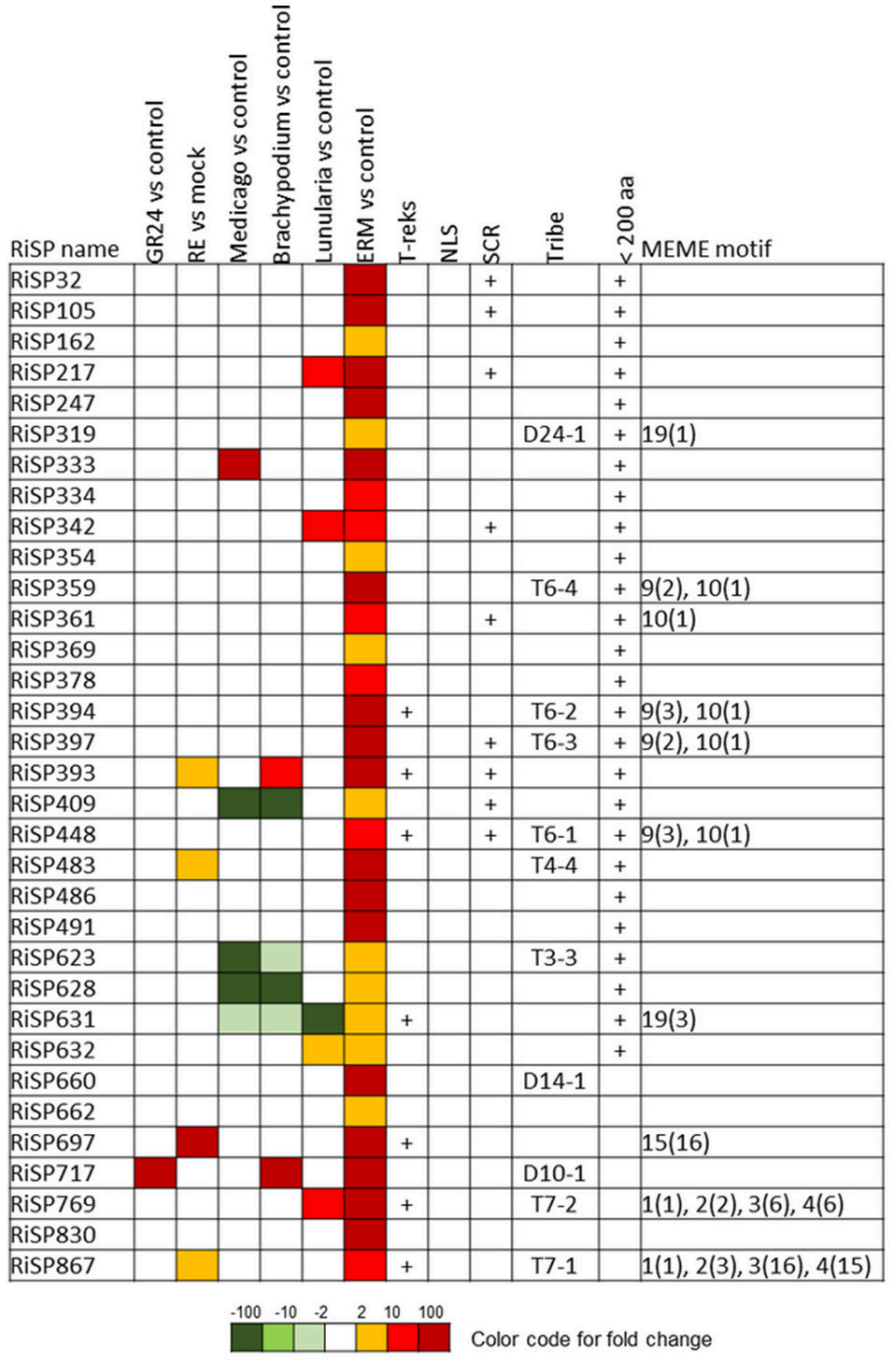
**RiSPs of unknown function preferentially up-regulated in ERM**. MEME motifs are described by their number (Figure 4 and Figure S2) and their occurrence (value within brackets).

RCPs without cleavage sites were proposed to play a role in fungal cell wall as repetitive proteins (Mueller et al., 2008). Ss-Rhs1, a *Sclerotinia sclerotiorum* SP, was also recently reported as important for virulence (Yu et al., 2016). In *R. irregularis*, seven repetitive proteins were identified (Figure 4; Figure S2, motif 11 to 17). Our expression analysis reveals that these proteins are expressed at different physiological stages: RiSP604 and RiSP718 are IRM specific (Figure 5), RiSP459 and RiSP755 are up-regulated in response to root exudates (Figure 7), RiSP612 and RiSP735 are induced in both IRM and ERM (Figure 5) and RiSP697 is induced in ERM and in response to plant exudates (Figure 6). The motif 19, a Histidine rich motif, is present in four proteins (Figure 4; Figure S2). The motif 18, that contains a RXLX sequence, that resembles the well-characterized RXLR motif in effectors of oomycetes (Whisson et al., 2007), is present in four proteins, either strongly expressed *in planta* (RiSP522, RiSP535, RiSP546, Figure 5) or induced in response to GR24 treatment (RiSP602, Figure 7).

We then searched for all known motifs identified in effectors of eukaryotic filamentous plant pathogens: [LI]xAR, [RK]Cx_2_Cx_12_H (Yoshida et al., 2009), RxLx (Plett et al., 2011), RxLR, [YFW]xC (Godfrey et al., 2010), YxSL[RK] (Lévesque et al., 2010), [WYF]CxTYxSTYL, [SG]PC[KR]P (Sperschneider et al., 2013), G[IFY][ALST]R (Catanzariti et al., 2006), CHxC (Kemen et al., 2011), [FY][MR][HY]V[AE]Y[PR]CM, CL[AK][TW]LHM, [WI][HG]N[WE] (Louis et al., 2014), KECxD (Nicastro et al., 2009), RSIDELD (Zuccaro et al., 2011), IGYRxVxxxxA, K[AV]W[VI]P, Q[ML]LIP (Cheng et al., 2014). Most of these motifs were present in *R. irregularis* secretome, however none of them was significantly enriched compared to non-secreted proteins (Table S4). Furthermore, we were unable to identify a positional constraint for these motifs. Previously, Lin and collaborators interestingly noticed that *R. irregularis* presents CRN-type effectors (Lin et al., 2014). These effector proteins are also present in the chytrid fungus *Batrachochytrium dendrobatidis* (Joneson et al., 2011). Three CRN-like proteins are present in the 872 SPs (RiSP187, RiSP488, and RiSP756), but none of them present an expression pattern of interest (Tables S1B,C). 

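Of the CRN-like genes, RiSP488 (model 2619) had 3, 1, and 7 reads in the ERM libraries and none in a host library, and RiSP756 (model 95852) had no read in any of the 12 libraries. Neither reached the minimum of 10 counts in 3 libraries, and RiSP187 was not analysed here. A count of 0 over the *M. truncatula* libraries, with 1575668 reads in all, allows up to 3 reads, so weak expression in this host cannot be excluded at this depth.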

One is expressed at a low basal level in all conditions tested (RiSP187), the two others have no or very weak expression levels in our experimental conditions (RiSP756 and RiSP488).

**Figure 7:**
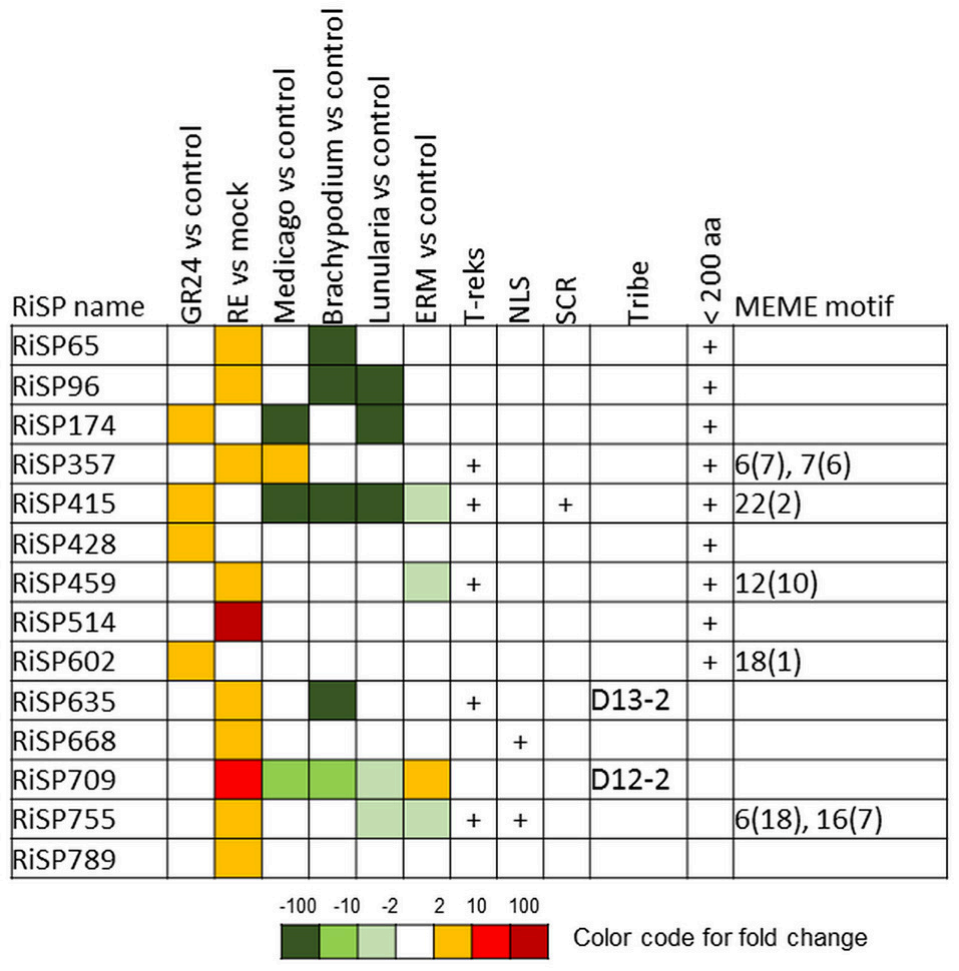
**RiSPs of unknown function preferentially up-regulated after perception of plant signals**. MEME motifs are described by their number (Figure 4 and Figure S2) and their occurrence (value within brackets).

Finally, all genes coding for proteins with unknown function and up-regulated either specifically in one host, or up-regulated in all hosts tested (Figure 2 and Table S1) are candidates to fulfill an effector role, even though they do not display structural features of interest: NLS, *de novo* identified motif, repeated motifs or Cys-rich content. It is for example worth mentioning RiSP646 that displays a NLS, is upregulated in all three tested hosts and is conserved in *P. indica, T. melanosporum* and *L. bicolor*. This SPs may be a good candidate effector acting in a large range of mutualistic fungi.

### *Gigaspora rosea* secreted proteins up-regulated during symbiosis

Previous RNA sequencing data were obtained from *G. rosea* cultivated in the same conditions as for *R. irregularis*, except that we were unable to obtain mycorrhized thalli of *Lunularia* (Figure S1). The *G. rosea* transcriptome assembly consists of 86332 contigs (mean length: 643 bp; 13318 contigs > 1 kb, 57472 contigs > 300 bp) (Tang et al., 2016). Similarly to *R. irregularis*, we curated *G. rosea* secretome for the presence of NLS, PFAM domains, SCR and T-reks features and used Blastclust to identify protein tribes. We obtained 2633 GrSPs (Table S5C), a number that could be however overestimated as defined from a transcriptome assembly of 86332 non-redundant virtual transcripts that contain probable partial sequences (Tang et al., 2016). We displayed in Table S5 the GrSPs that present homologies with *G. margarita* SPs, although this comparison is limited by the use of a minimal cut-off size of 350 bp in this assembly (Salvioli et al., 2015). Few paralog groups of proteins were identified among GrSPs using Blastclust: Only 87 proteins were grouped in 20 tribes of at least 3 members. Seventy-eight other proteins were present in tribes of two members. A total of 42, 78, and 625 GrSPs presented respectively NLS, T-reks and SCR features while 152 displayed a PFAM domain, including 16 CAZymes. Only five motifs were identified by the MEME discovery tool in GrSPs, either as repeated motifs or shared by different proteins (Figure S4). The motif “a” presents a putative KEX2 cleavage site.

When analyzing expression patterns, only 289 GrSPs are found statistically significantly up-regulated in at least one tested condition (Figure 8 and Table S5D). Nine of them encode proteins with a NLS, 77 are assigned to SCRs, 13 display internal repeats and 40 present a PFAM domain (Figure S5). Eleven of them code for proteases including seven Aspartic protease already highly abundant in *R. irregularis* up-regulated genes. Proteins with domains involved in protein-protein interaction (Kelch, TPR) or known as chaperone (DnaJ, not previously described as secreted proteins) are also present. Additionally, proteins potentially involved in fungal/host cell wall modification were found: One polysaccharide deacetylase, two glycosyl hydrolases, one glycosyl transferase and one GDSL lipase-like. We already described proteins involved in cell wall modification in *R. irregularis*, but these proteins displayed different domains from those of *G. rosea*.

**Figure 8:**
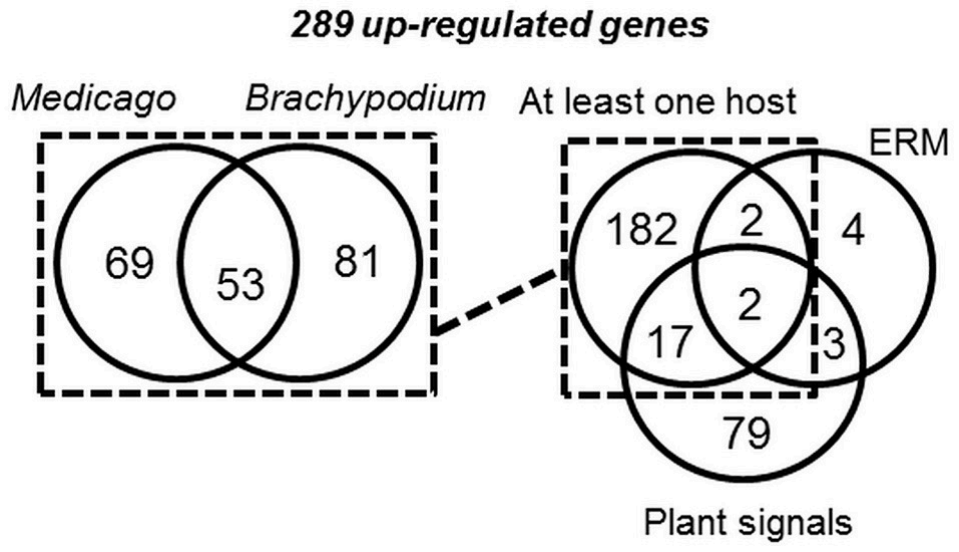
**Venn diagram of *G. rosea* genes up-regulated in the different comparisons**. Genes up-regulated in at least one host (left panel), were pooled and compared to genes up-regulated in ERM or in germinating spores treated with plant signals (GR24 or plant exudates) (right panel).

Considering the 289 up-regulated GrSP genes (Table S5D; Figure 8 right panel), a majority (203) is up-regulated *in planta*, among which 53 are commonly up-regulated in Medicago and Brachypodium (Table S5E). In this set, 29 are short proteins (< 200 aa) including 9 SCRs. Seventeen out of the 53 common GrSPs present a PFAM including six proteases. Two others (GrSP2592 and GrSP2603) are predicted to possess both a PFAM domain (a Calcineurin-like phosphoesterase and DnaJ chaperone respectively) and a NLS, suggesting a regulatory function in the host nucleus.

The other up-regulated GrSPs *in planta* are host-specific: 150 among 203 GrSPs, with 69 and 81 GrSPs respectively specific to Medicago and Brachypodium (Figure 8; Table S5F). Most of them (134) correspond to short proteins (< 200 aa), 46 are SCRs and three contain a NLS (GrSP711, GrSP1384, and GrSP1700). Accordingly to these investigations, *G. rosea* displays a larger proportion of host specific SPs (74%) than *R. irregularis* (44%).

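Restricted to *M. truncatula* and *B. distachyon* and with ERM as the reference, 71 RiSPs were higher in at least 1 of these hosts. Of them, 10 were called in only 1 host, a share of 14.1%. The share was 22.9% without a filter on low counts, the largest move of a setting, and with each library left out it lay between 10.6 and 23.0%, the highest without *M. truncatula* library 65. A call in 1 host alone does not show that the hosts differ. Tested directly, 16 RiSPs differed between these hosts, 10 higher in *M. truncatula* and 6 higher in *B. distachyon*, and 21 adjusted over the list alone. With each library left out, the number that differed lay between 6 and 16, the lowest without *M. truncatula* library 66. By DESeq2, 9 were higher in *M. truncatula* and 9 in *B. distachyon*. The *G. rosea* libraries were not analysed here.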

### Definition of a core set of SPs shared by *R. irregularis* and *G. rosea*

A BlastP analysis revealed that 194 out of 872 RiSPs (22%) present sequence similarities with GrSPs even with an e-value lower than 10^−1^ (Table S1C column AB). In order to identify a possible conserved core secretome expressed at the different steps of the symbiosis, we considered RiSPs and GrSPs that showed homology through a blastP analysis at an e-value < 10^−5^. It resulted in 21 RiSPs and 24 GrSPs, sorted in 11 sequence groups (Figure 9). Within PFAM domain-containing proteins, we identified several Aspartic proteases and trypsins, but also proteins containing a Kelch domain, involved in protein-protein interaction. Kinases and Cytochrome P450 were also present. Interestingly, some proteins of unknown function clustered with proteins containing a PFAM domain, thus suggesting a putative similar function. For example in group A (Figure 9), three GrSPs belonged to the same group even though only one of them contains a Trypsin domain. They were grouped with two RiSPs for which a predicted trypsin-like activity was also infered. In groups F to K, secreted proteins with unknown functions were present, including the above mentionned RiSPs with a RXLX containing motif (group F). The RXLX motif is however not conserved in GrSPs of the same orthologous group.

**Figure 9:**
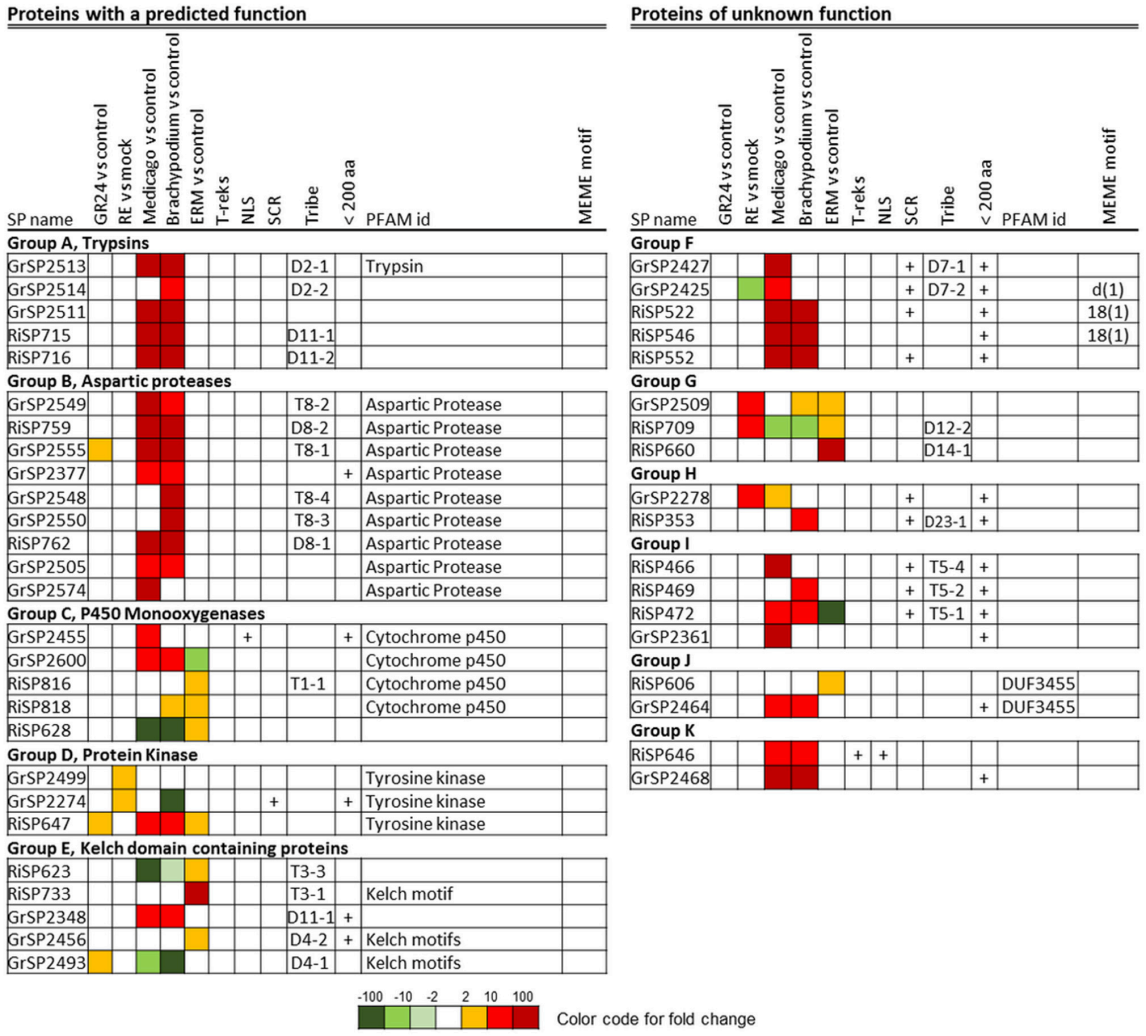
**Core up-regulated secretome in *G. rosea* and *R. irregularis***. Up-regulated RiSPs and GrSPs were compared through a reciprocal blast analysis. Proteins showing a similarity with at least one protein in the other fungus (e-value < 10^−5^) were retained and sorted by sequence groups.

These 45 genes did not always display the same expression patterns in *G. rosea* and *R. irregularis* (Figure 9). For example in group D (tyrosine kinase), RiSP647 was found up-regulated *in planta*, in ERM and in response to plant signals while the GrSP2274 and GrSP2499 orthologs were exclusively up-regulated in response to root exudates. 

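RiSP647 (model 16435) had 25, 19, and 12 reads in *M. truncatula*, 10, 22, and 9 in *B. distachyon*, 8, 5, and 21 in *L. cruciata* and 63, 60, and 42 in ERM. Compared with ERM, it was higher by 2.70 in *M. truncatula*, 2.36 in *B. distachyon* and 2.22 in *L. cruciata* on the log2 scale (adjusted p = 0.000769, 0.00334, and 0.00876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call in *L. cruciata* was lost without library 33, with an adjusted p of 0.217.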

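Of the *R. irregularis* P450 genes set against those of *G. rosea* in Figure 9, RiSP628 (model 203875) had 76, 51, and 94 reads in ERM and none in any host library. It was at least 4.01-fold lower in *M. truncatula*, at least 3.53-fold in *B. distachyon* and at least 3.52-fold in *L. cruciata* than in ERM (adjusted p = 0.0157, 0.0212, and 0.0272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's test did not call it in any host (adjusted p = 0.148 to 0.219). The calls were also lost without *M. truncatula* library 65 or 66, *B. distachyon* library 58 or 59 or any *L. cruciata* library, each in its own comparison, at adjusted p of 0.0505 to 0.126. The CPM of RiSP816 was 8.09 ± 2.29 (SD, n = 3) in ERM, 1.99 ± 1.76 in *M. truncatula* and 4.72 ± 4.24 in *B. distachyon*, and that of RiSP818 was 149 ± 30.9, 147 ± 19.0, and 210 ± 51.5 in the same groups, without a call in either gene.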

In group C, P450-coding GrSPs were induced *in planta* whereas in *R. irregularis* they were mostly up-regulated in ERM. 

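RiSP606 (model 15504) had 21, 13, and 18 reads in ERM, 4, 1, and 0 in *B. distachyon* and none in *M. truncatula* or *L. cruciata*. The *B. distachyon* libraries did not differ detectably from ERM (log2 fold change 0.98, standard error 0.89, adjusted p = 0.473, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 52 reads in ERM against none, a difference of *M. truncatula* or *L. cruciata* from ERM was not detectable at this depth (adjusted p = 0.156 and 0.227 from the same quasi-likelihood test in edgeR).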

The DUF3455 containing proteins in *R. irregularis* and *G. rosea* also displayed striking difference in expression (group J). Within the 11 groups, six are formed by SPs that have conserved expression pattern in *G. rosea* and *R. irregularis*: Group A and B that contain proteases quite exclusively expressed *in planta*; groups F, I, and K, that are composed of SPs of unknown function up-regulated *in planta*; and group G, formed by SPs of unknown function mainly up-regulated by plant signals and in ERMs. These groups form the core set of SPs shared by *R. irregularis* and *G. rosea* that could have conserved roles during the establishment of AM symbiosis. 

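In groups A and B, RiSP715 (model 18189), with a trypsin-like peptidase domain, had 494 reads in *M. truncatula*, 519 in *B. distachyon*, 29 in *L. cruciata* and 8 in ERM, all in library 63. It was higher than in ERM by 9.89, 10.16, and 6.07 on the log2 scale (adjusted p = 1.43e-10, 1.07e-10, and 1.58e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lower in *L. cruciata* than in *M. truncatula* by 3.82 (adjusted p = 9.1e-05). RiSP716 (model 28482) had 1294 reads in *B. distachyon*, 104 in *M. truncatula*, 62 in *L. cruciata* and 3 in ERM. The ratio of *B. distachyon* to ERM was 9008 (95% exact counting interval 3075 to 43737), and those of *M. truncatula* and *L. cruciata* were 636 (212 to 3135) and 432 (141 to 2154). It exceeded *M. truncatula* in *B. distachyon*, with a log2 fold change of -3.84 for *M. truncatula* minus *B. distachyon* (adjusted p = 5.17e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In group I, RiSP466 and RiSP469 are named after their values were seen. RiSP466 was called higher in all hosts, with 2 reads in ERM, both in library 63. RiSP469 had 51 reads in *L. cruciata*, 9 in *B. distachyon*, 2 in *M. truncatula* and none in ERM, too few libraries for the test. RiSP646 of group K was not analysed here. In group G, RiSP709 (model 337436), likewise named after its values were seen, had 28563 reads in ERM and log2 fold changes of -6.90, -5.61, and -4.40 in these hosts (adjusted p = 1.31e-11, 6.08e-11, and 7.55e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP660 (model 338858) had 2205 reads in ERM, 2 in *M. truncatula* and none in the others, and was at least 35.2-fold lower in *B. distachyon* and at least 35.1-fold lower in *L. cruciata*.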

Throughout the SPs presented in Figure 9, a smal fraction shows conservation in other beneficial fungi (groups B, C, D, and K), thus suggesting a broader role in plant/mutualistic fungi interactions.

## Discussion

Secreted proteins (SPs) are major actors of fungal cell organization and development such as cell wall structure (e.g., chitin deacetylase, structural proteins), mating, and nutrient acquisition (e.g., hydrolases) (Thorner, 1981; Bouws et al., 2008). SPs are also described for their role in host invasion as some of them can be effectors that are key outposts modulating or altering host immunity (Koeck et al., 2011; Petre et al., 2014; Plett and Martin, 2015). In this work, we first defined sets of secreted protein (SP) genes from two phylogenetically distant AM fungi—*R. irregularis* and *G. rosea*, based on gene model definition and gene expression activity. We then compared the expression patterns of SPs during the establishement of AM symbiosis in the two AM fungi associated with different host plants in order to investigate the conservation of their invasion strategies. Our interest particularly focused on the following questions: (i) Does *R. irregularis* use the same set of SPs whatever the host plants or are there host-specific SPs in *R. irregularis*? (ii) Are expressed secretomes of *R. irregularis* and *G. rosea* reflecting similar strategy for plant invasion? (iii) Are there “universal keys” for AM fungi to invade diverse host plants?

### Secretome sets of *R. irregularis* and *G. rosea*

We identified 872 RiSPs representing 2.4% of the 35893 predicted proteins present in the proteome of *R. irregularis*. It is interesting to compare this repertoire to those of other plant interacting fungi, like the maize pathogen *U. maydis* (431 predicted SPs, 6.6% of the proteome) (Lum and Min, 2011), the rice pathogen *Magnaporthe oryzae* (1471 predicted SPs, 10.5% of the proteome) or the multi-host ectomycorrhizal fungus *Laccaria bicolor* (650 predicted SPs, 3.6% of the proteome - Lum and Min, 2011). Considering that *R. irregularis* can interact with thousands of host plants, one could have expected a much larger set of putative effector proteins in the secretome, different ones for different hosts. However, it has been documented that fungal secretome size is the result of environmental and evolutive adaptive traits as various as life-style, host spectrum, genome, and proteome sizes (Meinken et al., 2014; Pellegrin et al., 2015; Kim et al., 2016). Since the number of RiSPs is not higher than average, we can speculate that this fungus evolved with a limited number of effectors to possibly interact with conserved targets. In the case of *G. rosea*, a larger set was identified from the transcriptome assembly (2633 GrSPs, i.e., 2.7% of the gene repertoire), although it can be estimated that genomic data would resolve some isoforms and fragmented ORFs. When the *G. rosea* genome will be available, these results will be enhanced and fine-tuned. When comparing these GrSPs with RiSPs (this study), we found that only 22% have sequence similarities, whereas 95% of RiSPs have similarities with SPs defined from *Rhizophagus clarus* (Sędzielewska Toro and Brachmann, 2016). This result indicates that SPs are mainly composed of lineage specific proteins. This is in agreement with previous findings in litterature on interspecies comparative analysis of the secretomes. Closely related fungal species, either parasitic (Schirawski et al., 2010; Heard et al., 2015) mutualistic or saprotrophic (Pellegrin et al., 2015), obvioulsy present highly conserved secretome or effectome. Different factors can contribute to secretome variation and evolution: Host specificity (Dutheil et al., 2016), phylogenetic history (Krijger et al., 2014; Pellegrin et al., 2015) and also life-style (Kim et al., 2016). *G. rosea* and *R. irregularis* sharing the same lifestyle, the great divergence of their secretome should mostly result from differences in host range and phylogenetic history of these two species.

### Search for putative effectors

The first effector described in AMF was SP7 in *R. irregularis* (Kloppholz et al., 2011). Interestingly, and in agreement with previous findings, three RiSPs were found to have similarities with SP7 (Lin et al., 2014). These RiSPs were found up-regulated *in planta* and also highly up-regulated in ERM. Our sequence analysis revealed that these genes contain repetitive motifs all starting with a conserved ([KR]R) signature previously identified as a KEX2 proteolytic cleavage site. An example of KEX2-cleaved proteins is Rep1 from *U. maydis* that produces 11 secreted peptides involved in cellular attachment (Teertstra et al., 2009). SP7 was described to act as a native protein, repressing the expression of a plant transcription factor in the nucleus. The presence of KEX2-cleavage sites suggests that SP7 and its orthologs might also be present in the fungal/plant interface as short peptides previously maturated in the fungal Golgi. Two proteins in the *G. rosea* proteome also present repeated motifs containing a putative KEX2-cleavage site (GrSP2479 and GrSP2488). However, their sequence is different from that of the *R. irregularis* “SP7 family.” Further functional characterization will unravel whether these proteins are indeed processed and secreted as short peptides and how these peptides act, either as cell wall attached components similarly to Rep1 or whether they fulfill a different role on the plant surface or within plant cells.

Another putative effector, SIS1, was recently published (Tsuzuki et al., 2016). This gene (corresponding to the Gloin1 transcript ID 342269) was not included in our analysis since a transmembrane domain was detected by our bioinformatic pipeline.

Among the different RiSPs that we analyzed, none have strong similarities with known fungal virulence proteins (not shown). We attempted to identify large groups of gene families likely encoding effector proteins, as it was found in oomycetes species. Oomycetes display large expanded genes families containing conserved N-terminal motifs, proposed to be crucial for translocation into plant host cells and for virulence (de Jonge et al., 2011; Giraldo and Valent, 2013). Within these gene families, the encoded RXLR and CRN effectors are the most well-studied. In fungi, there is no functional evidence of expanded gene families sharing large conserved domains. However, a conserved motif (Y/F/WxC), proximal to the signal peptide, was observed in a large proportion of secreted proteins in *Blumeria* and *Puccinia* species (Godfrey et al., 2010). Four RXLX-motif-containing proteins were identified in the RiSP set. While in oomycetes a RXLR sequence is proximal to the signal peptide, we only found the RXLX motif (18) in central position of *R. irregularis* proteins. It remains to be determined whether these proteins are true effectors and if this RXLX motif is important for protein translocation into host cells, as it is the case for miSSP7 in *L. bicolor* that contains a RXLX motif (RALG sequence, Plett et al., 2011) required for host cell entry. Interestingly, three of the SPs that contain this motif were specifically expressed *in planta* whatever the hosts tested. Conversely, while some RiSPs contain a CRN-like motif, they do not display an expression profile suggesting a role as effector. In the case of GrSPs, the typical CRN amino acid sequence LFLAK (Haas et al., 2009) was not found, and *de novo* search for enriched motifs did not allow identifying sequences containing a RXLX motif.

Another feature frequently observed in the secretome of eukaryotic filamentous plant pathogens is the presence of families of small cysteine rich proteins. The RiSP set includes 141 SCR proteins, and 625 for the GRSP set. In the two sets, SCR proteins were not organized in protein families as defined by Blastclust. Different SCR proteins from *R. irregularis* and *G. rosea* were highly induced in at least one host (24 and 55 respectively), suggesting a role at the plant-fungus interface.

Even though host cell wall degrading enzymes are absent in *R. irregularis* (Tisserant et al., 2013) and *G. rosea* secretomes (Tang et al., 2016), we identified proteins that may act as plant cell wall modifiers. Lignin targeting enzymes were present such as a laccase-like (RiSP847) induced in the three hosts and a glyoxal oxidase domain-containing protein (RiSP833) up-regulated only in *B. distachyon* and in ERM. Many enzymes acting as glycoside modifiers were also identified in GrSPs (e.g., the glycoside hydrolases GrSP2566 and GrSP2573, or GrSP2525, a polysaccharide deacetylase). A CAP-domain-containing protein (RiSP574) may also be involved in cell wall remodeling or cell-cell adhesion. This protein is induced in ERM, as observed for the group of proteins with lipid binding motifs (ML motifs). Altogether, they may play an important role in the sensing machinery devoted to host recognition. Since proteins with ML domains are also present in fungal pathogen secretomes (Saunders et al., 2012), one could also consider that they may be involved in targeting specific host membrane regions, possibly involved in PAMP perception.

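RiSP319 (model 349050) had 437, 575, and 350 reads in ERM and 2 to 7 per host library. Its log2 fold changes were -2.89, -2.70, and -1.94 in *M. truncatula*, *B. distachyon* and *L. cruciata* (adjusted p = 0.000151, 0.000314, and 0.00429 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that in *L. cruciata* was no longer called without library 32 (adjusted p = 0.0518). RiSP631 (model 7174) had 294, 207, and 126 reads in ERM, 4 in *M. truncatula*, 3 in *B. distachyon* and none in *L. cruciata*. It was at least 9.99-fold lower in *L. cruciata* and lower in *M. truncatula* by 3.07 in size on the log2 scale (-3.07, adjusted p = 0.0126, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without library 66 (adjusted p = 0.0648). In *B. distachyon* it was 10.0-fold lower (95% exact counting interval 3.41 to 48.7), with a call lost without library 58 (adjusted p = 0.0615). RiSP531 (model 26861) varied between libraries, with 10, 198, and 53 reads in *M. truncatula* and 509, 317, and 100 in ERM. It was higher than in ERM by 2.25 in *M. truncatula* (adjusted p = 0.00535, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by 1.02 without library 65 (adjusted p = 0.193), and by 1.89 in *B. distachyon* (adjusted p = 0.0203). The latter call was lost without *B. distachyon* library 58 (adjusted p = 0.0843, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or ERM library 62 or 63 (adjusted p = 0.0754 and 0.0975), with thinned ERM libraries and with scaling to RiSP reads. In *L. cruciata*, the difference from ERM was 0.57 (adjusted p = 0.604, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP256 was not analysed here.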

Through our *de novo* searching for unknown motifs, we identified as His-rich motif in two genes expressed specifically in ERM (RiSP319 and RiSP631) and in two genes expressed *in planta* (RiSP531 and RiSP256). Interestingly, these motifs have been proposed to have a metal binding property and are present in plant cell wall arabinoglactan proteins (Hijazi et al., 2014) and in plant dehydrins, where they regulate plasma membrane stability (Hara et al., 2005). Based on this observation, an effector role can be also suspected for these four proteins, acting at the plant-fungus interface.

Lastly, it is interesting to point out that numerous aspartic proteases and trypsins present in RiSP and GrSP sets are up-regulated *in planta* in these two species. They are good candidates in the targeting of plant defense proteins such as chitinases.

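Across all genes, an aspartic peptidase A1 domain was listed for 9 models, of which 6 were tested and 4 were higher than ERM in every host (one-sided Fisher's exact test, p = 5.12e-05, adjusted p = 0.0036). A trypsin-like peptidase domain was listed for 33 models, of which 23 were tested and 9 were higher in every host (same exact test, p = 2.67e-07, adjusted p = 3.97e-05). No tested model of these families was lower than ERM in all hosts. In single hosts, 2 aspartic peptidases were lower in *M. truncatula*, and 4, 1, and 1 trypsin-like models were lower in *M. truncatula*, *B. distachyon* and *L. cruciata*. RiSPs made up 4 of the 6 aspartic peptidases and 2 of the 23 trypsin-like models tested.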

### Comparison of RiSP and GrSP expression patterns in different hosts: different AM fungi, different invasive strategies?

Comparison of RiSPs gene expression patterns in different hosts revealed that an important proportion of them is shared whatever the plant host. Even in *L. cruciata*, where the symbiosis occurs in a photosynthetic thallus and not in root tissues, the expression pattern presented a strong consensus with those obtained from roots of *Brachypodium cruciata* and *M. truncatula*. 

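Over the 308 RiSPs tested, the log2 fold changes against ERM in *M. truncatula* and *B. distachyon* correlated with a Pearson coefficient of 0.850 (95% interval 0.815 to 0.878) and a Spearman coefficient of 0.810. *L. cruciata* gave Pearson coefficients of 0.819 (0.778 to 0.853) with *M. truncatula* and 0.822 (0.782 to 0.855) with *B. distachyon*, and Spearman coefficients of 0.696 and 0.698. These are correlations across genes, which are not independent replicates, and the hosts share the ERM libraries. Simulated host and ERM libraries with the same mean for each gene gave mean Pearson coefficients of 0.207, 0.200, and 0.200 for these pairs, at most 0.437. This covers noise in the shared ERM libraries, but not a difference of ERM from all hosts, which also enters each fold change. The mean Spearman coefficients in these simulations were 0.272, 0.263, and 0.270, at most 0.418. Without a filter on low counts the Pearson coefficients were 0.781, 0.739, and 0.741, and with the ERM reads thinned, which moved them most upwards, they were 0.944, 0.906, and 0.924. The sign of the fold change was the same in *M. truncatula* and *B. distachyon* for 84.7% of the RiSPs, and in *L. cruciata* for 77.3 and 76.3% with the respective root host. A RiSP without a read in either host of a pair gets the same fitted value in both, such as RiSP628 with -7.42 in each host. Such RiSPs add to the equal signs and the correlations by construction, and their number is not given here. The simulations give no share of equal sign, so the part due to the shared ERM libraries cannot be told. RiSPs called against ERM in both hosts of a pair numbered 100, 71, and 71, and none went in opposite directions.

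**Figure D3:**
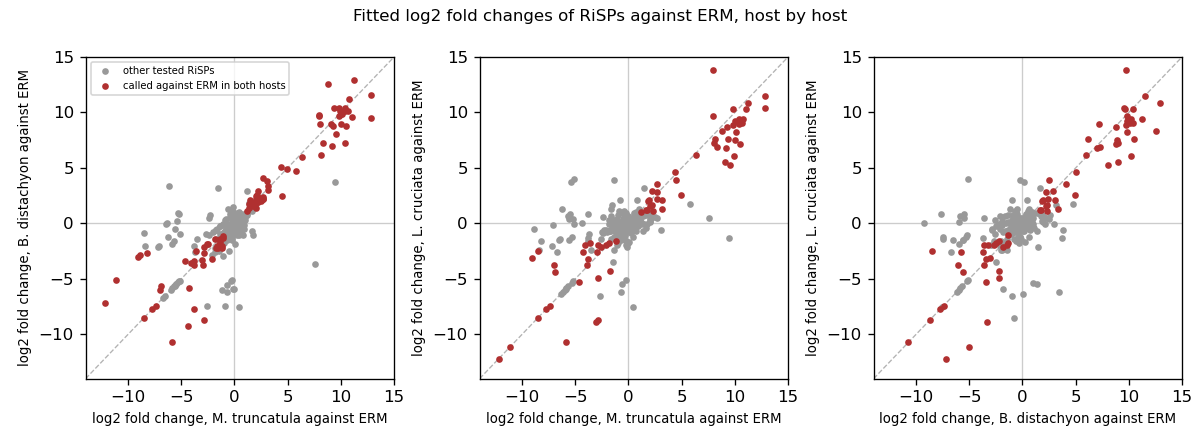
Log2 fold change against ERM in 1 host (horizontal axis) and another (vertical axis) for the 308 RiSPs tested, 1 dot per RiSP, with RiSPs called in both hosts in red and a dashed line of equal change. The RiSPs called in both hosts, 100, 71, and 71 in the panels from left to right, lie in the quadrants of equal sign. RiSPs without a read in either host of a panel lie on the dashed line by construction.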

Due to the large phylogenetic diversity of these hosts, and the physiological difference in the colonized tissues, we propose that this set of genes represents the common mycorrhizal RiSP set. In addition to this common set of genes, *R. irregularis* encodes other RiSPs specifically expressed in the different hosts tested. 

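Tested between hosts, 48 RiSPs differed between *M. truncatula* and *L. cruciata*, 30 of them higher in *M. truncatula*, and 37 between *B. distachyon* and *L. cruciata*, 22 of them higher in *B. distachyon*. The larger direction depends on the scaling. With libraries scaled to reads on RiSPs, 15 RiSPs were higher and 33 lower in *M. truncatula* than in *L. cruciata*, and 16 were higher and 37 lower in *B. distachyon*. Adjusted over the list alone, 56 and 46 RiSPs were called in these comparisons. Without *L. cruciata* library 32, 26 RiSPs differed between *M. truncatula* and *L. cruciata*, and a minimum of 4-fold left 25 and 22. All *L. cruciata* libraries carry another sequencing lane than the rest, so the host and the lane cannot be told apart. Over all genes, 200 differed between the root hosts, 938 between *M. truncatula* and *L. cruciata* and 1023 between *B. distachyon* and *L. cruciata*. Among RiSPs higher in *L. cruciata*, RiSP344 (model 345872) had 38 reads there, none in *B. distachyon* and 2 in *M. truncatula*, a log2 fold change of -4.39 for *M. truncatula* minus *L. cruciata* (standard error 1.06, adjusted p = 0.0144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that was not called without *M. truncatula* library 65 or 66 or *L. cruciata* library 32 (adjusted p = 0.0588, 0.0724, and 0.0731). RiSP864 (model 93963) had 22 reads in *L. cruciata*, 16 of them in library 32, and none in *M. truncatula* (adjusted p = 0.00838, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0764 without that library). RiSP461 (model 219648) had 24 reads in *L. cruciata*, 1 in *M. truncatula* and none in *B. distachyon*, and its level in *B. distachyon* was called below that in *L. cruciata* (adjusted p = 0.0192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not without *B. distachyon* library 58 or 59 or *L. cruciata* library 32 or 33 (adjusted p = 0.0548, 0.0525, 0.0681, and 0.0702). RiSP393 (model 32153) had 13 reads in *B. distachyon* and none in the other hosts. It was called against *L. cruciata* (adjusted p = 0.044, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not without *B. distachyon* library 58 or 59 (adjusted p = 0.0856 and 0.118), without *L. cruciata* library 31, 32 or 33 (adjusted p = 0.0797, 0.154, and 0.111), or with only this pair of groups in the fit (adjusted p = 0.0763).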

As AM symbiosis is a continuous process (young and old colonization structures are concomitant in one root), it is more likely that these differences are due to specific expression in one host than an absence of expression due to different stage of development in another host. We speculate that these RiSPs may be specific effectors that could have a role in the fitness to certain hosts. Interestingly, we observed that these “host specific SPs” are mostly of small size and contain no PFAM domain. The three plant host species investigated in this study belong to highly phylogenetically divergent clades, so it can be proposed that different combinations of these “host specific” RiSPs would be expressed according to different hosts, in addition to the commonly expressed RiSP genes.

In *G. rosea*, a larger ratio of “host specific” GrSPs was found. When only looking at *M. truncatula* and *B. distachyon* IRM data, we observed that 74% of up-regulated *in planta* GrSPs are expressed in only one host, compared to 44% for RiSPs. “Host specific” GrSPs do not have orthologs among RiSPs and reciprocally, supporting the lineage specific origin of the “host specific” SPs. Genome size, gene repertoire and secreted gene set of *G. rosea* are larger than those of *R. irregularis*. This gene inflation might be correlated to an increase of “host specific” GrSPs. However, this increase of putative host specific GrSPs is not linked to a higher efficiency of symbiotic ability as *G. rosea* and Gigasporaceae in general, are described as less aggressive than *R. irregularis* and Glomales (Jansa et al., 2002; Russell and Bulman, 2005; Sýkorová et al., 2007). As an illustration, we failed to obtain mycorrhizal association of *G. rosea* with *L. cruciata* despite numerous attempts, in accordance to diversity analyses and colonization assays performed on other liverworts (Ligrone et al., 2007). In the same line, mycorrhizal association of *G. rosea* DAOM 194757 with *M. truncatula* A17 is slower than with *R. irregularis* DAOM 197198 so that we used a nursery system in the 3 first weeks of interaction to obtain a high level of symbiotic structures in 5 weeks as for *R. irregularis*. The contrast between the symbiotic developmental strategies of these two fungi, coupled to our data on the numerous host-specific GrSPs, argue for a higher degree of “host perference” of *G. rosea* as observed for some pathogens (Poloni and Schirawski, 2015).

### Identification of a set of common SPs between *R. irregularis* and *G. rosea*

We identified several SP-coding genes that share similarities of sequence and expression pattern in different hosts, several of them being only expressed in host tissues. They code for proteases and SP of unknown function and represent a highly conserved AM symbiotic core secretome, predicted to play a conserved and presumably essential role for the establishement of AM symbiosis. This low number of highy conserved SPs was however expected since *R. irregularis* and *G. rosea* are phylogenetically distant AM fungi. Nevertheless, discovering the function of these SPs will definitely unravel key conserved molecular mechanisms that may be universal to an extremely large number of AMF—plant interactions. These SPs may also play a role beyond AMF, since some of them are conserved in other mutalistic fungi: The endophyte *P. indica* or the ectomycorhizal fungi *L. bicolor* and *T. melanosporum*. In addition to their conserved SPs, *R. irregularis* and *G. rosea* secretomes share numerous common features. Both fungal species lack canonical cell wall degrading enzyme, protease inhibitors or known fungal effectors, suggesting that they colonize host roots by mechanisms far different from root pathogens. These two secretomes include an important set of diverse enzymes like P450 monooxygenases, aspartic and serine proteases. These last ones can act as factors of compatibility by targeting host chitinases, as proteases of plant fungal pathogens were described as virulence factors (reviewed by Jashni et al., 2015). They can also play a role in signaling pathways via activation or inactivation of host/fungal proteins through specific cleavage, thus turning on a pathway leading to root colonization. Besides, they may also fulfill a role in amino acid acquisition after cleavage of extracellular proteins or peptides. We also identified SPs both in *R. irregularis* and *G. rosea* that may target fungal or plant cell wall during the symbiosis, even though these proteins present very different PFAM domains between the two fungi. This observation suggests that same targets may be shared by the two fungi, even though the nature of the involved SPs are different.

To conclude, our study comparing SP gene sets and their expression from two phylogenetically distant AM fungi in different hosts shed light at the molecular level on the existence of different symbiotic strategies among glomeromycotan fungi (Smith et al., 2003). First, the ubiquist species *R. irregularis* harbors an important core of symbiotic SPs whatever the host, corresponding to a lower host specialization than *G. rosea*. Secondly, SPs expressed while colonizing host plants were mostly fungal lineage specific. Third, a core set of symbiotic SPs shared by *R. irregularis* and *G. rosea* was identified, including putative effector proteins that could target conserved mechanisms in monocots and dicots. This work therefore paves the way to further functional analysis dedicated to proteins specifically or commonly expressed by different glomeromycotan fungi, underlying that data obtained from *R. irregularis* DAOM 197198 could not always be relevant for all AM fungi as often considered in litterature.

## Author contributions

CR and NFdF designed the experiments. NT and MM respectively realized the experiments with *G. rosea*. and *R. irregularis*. LK, NT, MM, and CR. analyzed the RNAseq data. HS developed the scripts for the *in silico* analyses. LK, MLM, CR, and NFdF analyzed and interpreted the secretome data. LK, CR, and NFdF wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

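RNA of *R. irregularis* was sequenced in 3 libraries each from colonized roots of *M. truncatula* and *B. distachyon*, colonized thalli of *L. cruciata*, and ERM. The authors trimmed the reads, mapped them with CLC Genomics Workbench on the transcripts of the Gloin1 gene models, and deposited the counts of total gene reads per model and library without normalization. These counts are whole numbers whose totals differ between libraries. The same deposited tables give, for each host against ERM, a fold change of weighted proportions and the p-value of the authors' proportion test, before and after FDR correction. These results of the authors' test were not used here, and 54 further columns of the 3 tables that hold a value per library, among them the unique gene reads, enter no value given here. Transcript length was taken from the tables for 1 test of length.

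Total gene reads were 425528, 618704, and 531436 in *M. truncatula* libraries 64, 65, and 66, and 502478, 502441, and 342493 in *B. distachyon* libraries 58, 59, and 60. They were 269346, 614940, and 402031 in *L. cruciata* libraries 31, 32, and 33, and 8616966, 8518829, and 8149716 in ERM libraries 61, 62, and 63. Of the 30282 gene models, 20523 had a read in at least 1 library. At this depth 3 counts make up 0.000485 to 0.00111% of a host library and 3.48e-05 to 3.68e-05% of an ERM library, so that a gene absent from a host library can still be well measured in ERM. ERM libraries are thus far deeper, and this was weighed by thinning them. Libraries were grouped by host and ERM as in the headings of the tables, since some sample descriptions give the library numbers to other groups.

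Counts were read in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3. Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. Genes with at least 10 counts in at least 3 of the 12 libraries were kept, normalized by TMM and fitted with 1 quasi-likelihood model of the 4 groups in edgeR. Each host was compared with ERM and each host with each other host, 6 contrasts in all, with a Benjamini-Hochberg adjustment over all genes tested. The standard error given with a log2 fold change is its size divided by the square root of the test's F statistic. It is thus derived from the test and not estimated by itself. A gene was called at an adjusted p of at most 0.05 and at least a 2-fold difference. Counts of called RiSPs are also given with the adjustment over the RiSPs alone. The share of reads on RiSPs was compared with exact permutation tests, and InterPro domains with one-sided Fisher's exact tests. The fold of a gene without reads in a group is given as a bound against 3 counts over that group. That of a gene with 1 to 3 counts is mostly given as a ratio with its 95% exact counting interval. Exceptions are RiSP720, RiSP344, and RiSP816, given by fitted log2 fold changes, and RiSP672, whose ratio has no interval.

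The fit was tested on simulated data with the depth and spread of these libraries, in which 200 genes changed 4-fold, with seed 20170. Between 45.5 and 59% of the changed genes were called in the 6 contrasts, none in the wrong direction, and 1 to 10 unchanged genes were called among 12775 to 12799 tested. Another 20 simulations, with the same mean in hosts and ERM for each gene, gave the correlations that noise in the shared ERM libraries brings.

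The genes named in the text follow a rule. It takes every RiSP that the paper names with an expression pattern, where its model is in the tables, and the 5 RiSPs with the highest and the 5 with the lowest mean log2 fold change among those called the same way in all hosts. It adds the 2 RiSPs with the largest change in each direction among those called in each comparison of hosts, and, of the genes outside the RiSP set called the same way in all hosts, the 2 highest and the 2 lowest. Genes named outside it are marked as chosen after their values were seen. The comparisons, the thresholds, the filter, the rule for named genes and the alternatives were set before the data were examined, except that values of Table S1B, which come from these libraries too, had been seen.

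The alternatives were scaling to library totals or to reads on RiSPs, DESeq2's Wald test with its size factors, no filter on low counts, the filterByExpr function of edgeR, a fit of only the groups compared, and ERM libraries thinned to 502441 reads with seed 4701. Further alternatives were a call by adjusted p only, a minimum of 4-fold, a minimum of 10 reads for detection, the share of reads without the largest RiSP of each library, and leaving out each library in turn. Other splits of the libraries were fitted in the same way, all 10 for 3 libraries against 3 and 100 drawn at random otherwise. Lists of gene families were compared with 10000 random lists of the same size, drawn with seed 881 within 100 ranks of mean expression to each side. The lists are families conserved between plants and fungi and 2 lists of DNA replication families, the latter for genes with at least 20 reads in the host libraries. Carry-over into ERM was examined on genes with at least 100 reads in the host libraries. RiSPs without a Gloin1 model, germinating spores and *G. rosea* were not analysed here.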

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

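Of the tests in this part, those of the scaling for genes outside the RiSP set and for the higher P450 models, and the count of Hsp70 models, were chosen after the result was seen.

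The change against ERM differed between hosts, as tested by comparing the hosts directly. Between *M. truncatula* and *B. distachyon* it differed for 200 genes and 16 RiSPs, in a fit without a block for the order of the libraries. *L. cruciata* differed from *M. truncatula* in 938 genes and 48 RiSPs and from *B. distachyon* in 1023 genes and 37 RiSPs. Without *L. cruciata* library 32, these counts were 520 genes and 26 RiSPs against *M. truncatula* and 639 genes against *B. distachyon*. For *M. truncatula* and *B. distachyon*, the number of genes was 105 without *M. truncatula* library 66 and 129 without *B. distachyon* library 60, and that of RiSPs was 10, 9, and 6 without *M. truncatula* libraries 64, 65, and 66, and 9 and 7 without *B. distachyon* libraries 59 and 60. The 10 splits that 3 libraries against 3 allow are too few to exclude chance by themselves, and the real split, 1 of the 10, gave the largest count in each case. The largest count of another split was 87 genes, for *M. truncatula* and *B. distachyon*. On simulated counts, 2, 1, and 5 unchanged genes were called between *M. truncatula* and *B. distachyon*, *M. truncatula* and *L. cruciata*, and *B. distachyon* and *L. cruciata*. The simulated libraries share no effect across genes, so these numbers do not exclude such an effect in the data.

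The tables argue against library size as the cause of the larger counts with *L. cruciata*. With each host library thinned to 269346 reads, 156 genes were called between *M. truncatula* and *B. distachyon*, 766 between *M. truncatula* and *L. cruciata* and 886 between *B. distachyon* and *L. cruciata*, and the smaller ratio of the counts with *L. cruciata* to that without was 4.91. Plant reads on conserved fungal models were tested with 127 models of families such as actin, tubulin and the proteasome, for which a median above 1 on the log2 scale had been set as the mark of plant reads. Their median in *L. cruciata* minus that of the root hosts was 0.0848, against -0.143 to 0.0844 for the middle 95% of random lists. This lies just above the random lists and below that mark, and a median says little about a small share of genes, so plant reads stay open. Of 41 Hsp70 models tested, a family chosen after its values were seen and not in that list, 14 were higher in *L. cruciata* than in *M. truncatula* and 10 higher than in *B. distachyon*. This goes with plant reads as well as with a change in the fungus. Scaling to reads on RiSPs kept 160 of the 335 genes called higher in *M. truncatula* than in *L. cruciata*, and 210 of 407 in *B. distachyon*. The other calls rest on the scaling, though none changed direction. This scaling lowers the genes of the root hosts against *L. cruciata*, so the 603 and 616 lower genes, all kept, do not test it. The sequencing lane cannot be told apart from the host, as 0 hosts have libraries in both lanes. The host itself, a thallus in place of roots, and the time of culture stay open and untested, and reads shared between paralogs stay open, since the fit of unique gene reads, whose calls had been seen to be nearly the same, is not part of the results.

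The paper reports on RiSPs, while the tables cover all gene models. Of 13530 tested genes that are no RiSP, 563 were higher and 471 lower than ERM in all hosts. Without ERM library 61, 62 or 63, the number lower was 242, 226 or 251, when genes absent from the hosts are no longer tested. Of 100 drawn splits of the 12 libraries, the real one included, 2 gave as many higher genes and 1 as many lower ones, so chance can be excluded at a share of 0.05. The highest by the rule for named genes were models 337711 and 11648. Model 337711 had 122 to 455 reads per host library and 2 in ERM, a ratio of 6534 in *M. truncatula* (95% exact counting interval 1802 to 54060), 11131 in *B. distachyon* (3074 to 92032) and 6037 in *L. cruciata* (1664 to 49969). Model 11648 had 201 to 527 reads per host library and 4, 0, and 0 in ERM, with log2 fold changes of 11.73, 11.29, and 12.40 (adjusted p = 3.65e-13, 6.5e-13, and 9.67e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was lower in *B. distachyon* than in *L. cruciata* by -1.11 (adjusted p = 0.0163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without *B. distachyon* library 58 or 59 or *L. cruciata* library 31 or 33 (adjusted p = 0.0523, 0.0659, 0.0644, and 0.0736). Those named at the low end, by fitted values that give no measured rank to genes without a read in a host, were models 331255 and 71274, with 814, 806, and 1068 and 248, 323, and 292 reads in ERM. Model 331255 had 2 reads in *M. truncatula*, 73.2-fold less than in ERM (95% exact counting interval 20.3 to 605), and was at least 42.9-fold and 42.8-fold lower in *B. distachyon* and *L. cruciata*. Model 71274, without a read in the hosts, was at least 15.7-fold, 13.8-fold, and 13.7-fold lower in the respective hosts.

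For these genes outside the RiSP set, the tables argue against several technical explanations as the whole cause. With the ERM reads thinned, 505 of 557 genes still tested were again called higher in all hosts and 309 of 391 lower. The smaller share, 79.0%, argues against the depth of the ERM libraries for the genes still tested. Of the 471 lower genes, those no longer tested need that depth to be tested at all, so this share does not cover them. Under the other scalings the smallest share called again was 81.0%, for the higher genes scaled to reads on RiSPs, which argues against the scaling for these. Both scalings lower the genes of the hosts against ERM, so the 471 lower genes, all called again, do not test it. The median of the conserved families was -0.0915 for the mean of the hosts minus ERM, within the -0.196 to 0.0701 of random lists, and -0.116, -0.106, and -0.0153 for *M. truncatula*, *B. distachyon*, and *L. cruciata*. Plant reads add counts to host libraries, so the 471 genes lower in all hosts argue against them as the cause for those genes. A median decides nothing about a small share of genes, so plant reads stay open for the higher genes. Shares of called genes in the quartiles of transcript length differed by a ratio of at most 1.33, which argues against length. The 10 most abundant genes took 7.85% of the reads in *M. truncatula*, 8.27% in *B. distachyon*, 6.35% in *L. cruciata* and 3.44% in ERM. Growth inside a plant against growth in root organ culture stays open as an untested explanation, as do the other differences between these cultures. Reads shared between paralogs stay open too. The calls from unique gene reads had been seen to be nearly the same, but no value of that fit is part of the results.

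Cytochrome P450 models outside the RiSP set went in both directions, with 39 higher and 26 lower than ERM in all hosts. Scaling to library totals or to reads on RiSPs left 40 of the 41 P450 models higher in all hosts, RiSPs included, which argues against the scaling for these. All 30 lower ones were kept too, but these scalings lower all genes against ERM, so this number does not test the scaling. The stage of the fungus stays open as an untested explanation. Reads shared between P450 paralogs stay open in the same way, and the direction of a single model is limited by this.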

How the results depend on the processing

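No test in this part was chosen after its result was seen. Apart from the single genes, 474 values under the alternatives stayed close to the value reported and 75 moved. Close means within 1.5 times for a count and within the spread of the libraries or the interval for other values. Of 240 values of 40 named genes tested, 128 were called, and 95 of these were called the same way under every alternative in which the gene was tested. Under the alternatives, 4041 values of named genes stayed on their side of the threshold, 102 lost a call and 29 gained one, none with a reversed direction. RiSPs higher than ERM in all hosts numbered 36 with a minimum of 4-fold to 48 by adjusted p only, against 44, and the number of the common set higher in all hosts was 23 under each alternative but no filter, with 24.

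Scaling to reads on RiSPs moved the genes called to 5108 in *M. truncatula* and 4707 in *B. distachyon* against ERM, to 1646 between *M. truncatula* and *L. cruciata* and to 1684 between *B. distachyon* and *L. cruciata*. Genes outside the RiSP set lower in all hosts rose to 789. With it the larger direction turned for RiSPs against ERM, to 59 higher and 93 lower in *M. truncatula* and 58 and 90 in *B. distachyon*, and for RiSPs against *L. cruciata*, to 15 and 33 in *M. truncatula* and 16 and 37 in *B. distachyon*. Genes in *L. cruciata* against ERM turned to 993 higher and 1047 lower, and with library totals to 996 and 1073. Those in *M. truncatula* and *B. distachyon* turned to more higher than lower ones with thinned ERM libraries (1125 and 888, 1097 and 834), by filterByExpr (1237 and 1042, 1210 and 993) and without any 1 ERM library, and in *B. distachyon* with DESeq2 (1443 and 1412). They were near balance without *M. truncatula* library 66 (1190 and 1174 in *M. truncatula*) or *B. distachyon* library 59 or 60 (1222 and 1220, 1208 and 1205 in *B. distachyon*). This scaling lowers the median of all genes by its construction, as RiSPs take a larger share of the reads in the root hosts. The shift was -0.60 in *M. truncatula*, -0.56 in *B. distachyon* and -0.09 in *L. cruciata* against ERM, -0.51 between *M. truncatula* and *L. cruciata* and -0.47 between *B. distachyon* and *L. cruciata* on the log2 scale. Library totals shifted it by -0.19, -0.15, and -0.09 against ERM, and by -0.10 between *M. truncatula* and *L. cruciata*. The paper's RPKM values are scaled to RiSP reads, so a change is read here relative to these shifts. Without the largest RiSP of each library, the share of reads on RiSPs fell to 2.92% in *M. truncatula*, 3.08% in *B. distachyon*, 2.40% in *L. cruciata* and 2.38% in ERM.

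A minimum of 4-fold lowers a count by construction. It left 1871 genes in *M. truncatula* and 1246 in *L. cruciata* against ERM, 124 genes and 8 RiSPs between *M. truncatula* and *B. distachyon*, 585 genes and 25 RiSPs between *M. truncatula* and *L. cruciata*, and 613 genes and 22 RiSPs between *B. distachyon* and *L. cruciata*. It also left 253 genes outside the RiSP set lower in all hosts, and 7 RiSPs of the common set different between hosts. DESeq2 called 316 genes between *M. truncatula* and *B. distachyon*, and the cause was not tested. With fewer genes tested, 8631 by filterByExpr and 8585 with thinned ERM libraries against 13838, 6 RiSPs of the single-host set were higher than in at least 1 other host by filterByExpr, and 3 were higher than in both others with thinned ERM libraries. The Pearson coefficients of *M. truncatula* with *B. distachyon*, *M. truncatula* with *L. cruciata* and *B. distachyon* with *L. cruciata* moved to 0.931, 0.895, and 0.904 with DESeq2, to 0.781, 0.739, and 0.741 without a filter, to 0.930, 0.903, and 0.919 by filterByExpr, and to 0.944, 0.906, and 0.924 with thinned ERM libraries. The genes correlated changed with the filter, and the cause was otherwise not tested.

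With each library left out in turn, genes called against ERM lay between 1804 and 3045 in *M. truncatula*, 1779 and 2839 in *B. distachyon*, and 1291 and 2126 in *L. cruciata*. The counts fell most without an ERM library. They were 1832, 1804, and 1865 in *M. truncatula* without ERM library 61, 62, and 63, 1779 in *B. distachyon* without 62, and 1291 and 1299 in *L. cruciata* without 61 and 62. In these fits 9405 to 9418 genes were tested, since a gene absent from the hosts then cannot pass the filter. For the same reason, RiSPs lower in all hosts lay between 10 and 27, with 11, 10, and 11 without ERM library 61, 62, and 63, the ERM-only set between 4 and 12, with 4 without any ERM library, and genes outside the RiSP set lower in all hosts between 226 and 469, with 242, 226, and 251. Between *M. truncatula* and *B. distachyon*, genes lay between 105 and 195 and RiSPs between 6 and 16, with 105 genes without *M. truncatula* library 66 and 129 without *B. distachyon* library 60. RiSPs between these hosts were 10, 9, and 6 without *M. truncatula* library 64, 65, and 66, and 9 and 7 without *B. distachyon* library 59 and 60. Genes lay between 520 and 1089 for *M. truncatula* and *L. cruciata* and between 639 and 1155 for *B. distachyon* and *L. cruciata*, and RiSPs for *M. truncatula* and *L. cruciata* between 26 and 50, each lowest without *L. cruciata* library 32. RiSPs for *B. distachyon* and *L. cruciata* lay between 28 and 42, and those of the common set that differ between hosts between 10 and 15. In the single-host set, RiSPs higher than both other hosts lay between 3 and 5, with 3 without *M. truncatula* library 64 or 66. Those higher than at least 1 other lay between 5 and 9, with 5 without *M. truncatula* library 66, *L. cruciata* library 31 or ERM library 62 and 6 without *L. cruciata* library 32 or 33. The share of reads on RiSPs lay between 3.33 and 3.49% in *M. truncatula*, 3.27 and 3.60% in *B. distachyon*, 2.53 and 2.61% in *L. cruciata*, and 2.56 and 2.59% in ERM. The Pearson coefficients lay between 0.823 and 0.927, 0.785 and 0.885, and 0.788 and 0.902 for the pairs in the order above. They were 0.906, 0.864, and 0.888 without ERM library 61, 0.905, 0.861, and 0.887 without 62, and 0.927, 0.885, and 0.902 without 63. Apart from the number of libraries and genes, the cause was not tested.

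For each count of genes or RiSPs called in *M. truncatula*, *B. distachyon* or *L. cruciata* against ERM, the real split was the largest of the 10 possible, 1 of 10, and for the share of RiSPs higher in only 1 of *M. truncatula* and *B. distachyon* 2 of 10 were as large. The 10 splits are too few to exclude chance by themselves. On simulated counts, whose libraries share no effect across genes, 5, 10, and 4 unchanged genes were called in the respective hosts against ERM. Among 100 drawn splits, those as large as the real one numbered 2 for RiSPs higher in all hosts and 1 for RiSPs lower in all hosts, so chance can be excluded for these. They numbered 2 for the common set and 1 for the ERM-only set, which were chosen on these libraries, so their splits decide nothing. Splits of the 9 host libraries gave 1 of 100, the real one, for the common set different between hosts, where chance can be excluded too, and for each count of the single-host set, which was also chosen on these libraries and is left open. For the correlations, 19 of 100 splits were as large for *M. truncatula* with *B. distachyon*, 24 for *M. truncatula* with *L. cruciata* and 16 for *B. distachyon* with *L. cruciata*, but such splits put ERM libraries into the groups named hosts and so do not decide. Simulated host and ERM libraries with the same mean for each gene gave at most 0.437 in 20 simulations. Noise in the shared ERM libraries alone thus does not account for the 0.850, 0.819, and 0.822 of these pairs. A difference of ERM from all hosts was not part of the simulations, so its part in these coefficients cannot be told.

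No paired analysis was possible because the headings of the *M. truncatula*, *L. cruciata*, and ERM columns carry library numbers that the sample descriptions give to other groups, so the replicate numbers cannot be joined to columns. The fit with the replicate number as a block was therefore not run. A block by the order of the library numbers within each group was not fitted either. The counts between hosts are thus not adjusted for an effect shared in that order. The alternative of unique gene reads was fitted once and then left out, after its calls had been seen to be nearly the same, because the columns were assigned to groups but not to single samples, and 1 kind of value, the total gene reads, was taken from them. No value of that fit is given here. An alternative with fewer genes gives no value for genes it no longer tests.

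Depth limits what the host libraries show. They hold 269346 to 618704 gene reads each, and 263 of the 726 matched RiSPs had no read in any library. With the ERM libraries thinned, 417 RiSPs had a read in at least 1 library, against 463, and 384 had at least 10 reads in all.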

Differences from the paper's values

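No test in this part was chosen after its result was seen. The paper counts changes against germinating spores over 872 RiSPs, whereas the values here are against ERM over the 726 RiSPs matched to the tables, of which 308 were tested.

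The paper gives 28 RiSPs as up-regulated in exactly 1 host, and 14 were called here. Of the alternatives set before the data were examined, those within 1.5 times the paper's number are adjusted p only (22), DESeq2 (20), no filter (28, the paper's own number), only the groups compared in the fit (20) and leaving out *M. truncatula* library 65 (21). They differ with a minimum of 4-fold (17), library totals (10), scaling to reads on RiSPs (15), filterByExpr (10), thinned ERM libraries (15) and each other library left out (8 to 18).

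For *B. distachyon* alone, the paper gives 9 RiSPs and 4 were called here. Values within range came from adjusted p only (7), DESeq2 (6), no filter (8) and leaving out *M. truncatula* library 64 (7) or 65 (9, the paper's own number), all set before the data were examined. The other alternatives set before the data were examined gave 3 to 5 and differ.

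For *L. cruciata* alone, the paper gives 12 RiSPs and 5 were called here. Among the alternatives set before the data were examined, no filter (10) and only the groups compared in the fit (8) fall within range, and the others, at 1 to 7, differ.

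The paper gives 44% as the share of host-specific RiSPs of *R. irregularis* in these root hosts, and the share here of RiSPs higher than ERM in only 1 of *M. truncatula* and *B. distachyon* was 14.1%. All alternatives set before the data were examined differ, at 9.09% with library totals to 23.0% without *M. truncatula* library 65.

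For single genes, the paper describes RiSP759, RiSP762, and RiSP847 as expressed in plants exclusively. They had 38, 10, and 6 reads in ERM, all in library 63, and none in ERM libraries 61 and 62, and all were called higher than ERM in each host. Library 63 held reads on 76 of 110 genes otherwise seen in hosts. Carry-over from hosts stays open for it, so these reads do not establish expression in ERM. The paper gives RiSP833 as up-regulated in *B. distachyon* and ERM only. Its log2 fold change was 0.45 for *M. truncatula* minus *B. distachyon* and 0.06 for *B. distachyon* minus *L. cruciata*, without a call under any alternative. RiSP397 is listed as up-regulated in ERM and in no host. It was called higher in *B. distachyon* than in ERM, by 3.41, with 38 of its 48 reads in library 58, and it had no read in *M. truncatula* and *L. cruciata*. Without *B. distachyon* library 58 or ERM library 61 or 62, it was not called, with log2 fold changes of 1.94, 3.01, and 3.27. Of the 27 tested RiSPs of this set, 12 were lower in all hosts, 16 in at least 1, and RiSP397 was the only one higher in any. The paper places RiSP531 among genes expressed in plants. It was called higher than ERM by 2.25 in *M. truncatula* and 1.89 in *B. distachyon*, while in *L. cruciata* the change was 0.57 and was not called under any alternative. The call in *M. truncatula* was lost without library 65 (1.02), and that in *B. distachyon* without *B. distachyon* library 58 (1.69) or ERM library 62 (1.92) or 63 (1.48). RiSP508, of the common set and named after its values were seen, was not called in *L. cruciata* (0.61), and of the 24 tested RiSPs of this set the other 23 were higher in all hosts. The paper describes the P450 genes of group C in Figure 9 as mostly up-regulated in ERM. Of RiSP628, RiSP816, and RiSP818, 1 was called lower in hosts than in ERM, RiSP628, in all of them. Its calls were lost with DESeq2, and with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment they were lost in *M. truncatula* without library 65 or 66 (adjusted p = 0.0518 and 0.0505), in *B. distachyon* without library 58 or 59 (0.0692 and 0.0641) and in *L. cruciata* without library 31, 32 or 33 (0.0581, 0.126, and 0.0800). RiSP816 was called lower in *M. truncatula* only when scaled to reads on RiSPs (-2.57), and RiSP818 had log2 fold changes of -0.02, 0.50, and 0.10.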

Other observations

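The tests on ERM library 63, and for DNA replication genes those of library size and sequencing lane, were chosen only after the result was seen.

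Models of MCM proteins, core histones and ribonucleotide reductase were higher in *B. distachyon* library 58 than in library 59, with a median log2 difference of 2.85 over 23 models, and higher in *M. truncatula* library 64 than in library 65, with 2.36. Random lists of this size gave -0.385 to 0.314 and -0.340 to 0.360 for these pairs. Another list of 27 models of other replication families, set before its values were seen, gave 1.77 between *B. distachyon* libraries 58 and 59 and 1.56 between *M. truncatula* libraries 64 and 65, with p = 0.0001 by a permutation test against random lists, the smallest p they can give, and 0.0002 adjusted over 24 comparisons. The value of 1.77 argues against chance in the list of families seen at first. Between *L. cruciata* libraries 32 and 33 the medians of the lists were 0.74 and 0.47, and between ERM libraries they were at most 0.224 in size. *B. distachyon* libraries 58 and 59 have equal size, so that 2.85 argues against library size, and *M. truncatula* libraries 64 and 65 both carry lane 1, so that 2.36 argues against the lane. Against the other libraries of the same host, the first list was high in *M. truncatula* library 64 and *B. distachyon* library 58 (1.74 and 2.34) and low in *M. truncatula* library 65 and *B. distachyon* library 59 (-1.78 and -2.03). The 2 splits with 64 and 58 on one side and 65 and 59 on the other called 70 and 87 genes. In *M. truncatula* library 66 and *B. distachyon* library 60 the first list lay in between (0.0487 and -0.183). It thus ranked alike by the order of library numbers in both root hosts. In *L. cruciata* library 32, second in order, was highest instead (0.638). An effect shared by these libraries was not tested, and the comparisons of hosts were not adjusted for it. A difference between plants in the share of dividing fungal nuclei may lie behind this pattern, but no biological explanation was tested. The paper gives colonization rates of 59, 61, and 58% for the *M. truncatula* plants and 39, 48, and 39% for those of *B. distachyon*. It gives them by plant and not by library number, so colonization was not tested either.

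ERM library 63 held reads of genes otherwise seen in hosts, on 76 of 110 such genes, against 5 of 39 in library 61 and 4 of 38 in library 62. Its depth argues against depth as the cause, as its 8149716 reads are the fewest of the ERM libraries. Carry-over or index misassignment from host libraries could bring such reads. The best mixture, of 2.39% of *M. truncatula* library 64 and smaller shares of *M. truncatula* library 66 and *L. cruciata* library 31, left 1 gene without a read among 15 with an expected count of at least 10, and its chi-square was 4.81 per gene over 85 genes. It cannot be told apart from other sources, as the weights were fitted to the same reads. Fragments of colonized roots in the ERM may also bring them. The reads in library 63 correlated across these genes with the mean level in hosts by a Spearman coefficient of 0.494, which either source would give, and genes are not independent replicates. No biological explanation was tested.

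RiSP483 and RiSP611 were named by their fitted log2 fold changes, which give no measured rank to a gene without a read in a host. RiSP483 (model 96880) had 1002, 771, and 1096 reads in ERM, 4 in *B. distachyon* and none in *M. truncatula* and *L. cruciata*. It was at least 52.1-fold lower in *M. truncatula* and at least 45.7-fold lower in *L. cruciata* than in ERM, and lower in *B. distachyon* with a log2 fold change of -5.07 (standard error 0.57, adjusted p = 4.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RiSP611 (model 13200) had 89, 113, and 78 reads in ERM and none in the hosts, and was at least 5.09-fold, 4.47-fold, and 4.46-fold lower in *M. truncatula*, *B. distachyon*, and *L. cruciata*. Its call in *L. cruciata* was lost without library 32 (adjusted p = 0.0782, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).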
